# m6A RNA methylation of major satellite repeat transcripts facilitates chromatin association and RNA:DNA hybrid formation in mouse heterochromatin

**DOI:** 10.1093/nar/gkab364

**Published:** 2021-05-17

**Authors:** Katarzyna J Duda, Reagan W Ching, Lisa Jerabek, Nicholas Shukeir, Galina Erikson, Bettina Engist, Megumi Onishi-Seebacher, Valentina Perrera, Florian Richter, Gerhard Mittler, Katharina Fritz, Mark Helm, Philip Knuckles, Marc Bühler, Thomas Jenuwein

## Abstract

Heterochromatin has essential functions in maintaining chromosome structure, in protecting genome integrity and in stabilizing gene expression programs. Heterochromatin is often nucleated by underlying DNA repeat sequences, such as major satellite repeats (MSR) and long interspersed nuclear elements (LINE). In order to establish heterochromatin, MSR and LINE elements need to be transcriptionally competent and generate non-coding repeat RNA that remain chromatin associated. We explored whether these heterochromatic RNA, similar to DNA and histones, may be methylated, particularly for 5-methylcytosine (5mC) or methyl-6-adenosine (m6A). Our analysis in mouse ES cells identifies only background level of 5mC but significant enrichment for m6A on heterochromatic RNA. Moreover, MSR transcripts are a novel target for m6A RNA modification, and their m6A RNA enrichment is decreased in ES cells that are mutant for *Mettl3* or *Mettl14*, which encode components of a central RNA methyltransferase complex. Importantly, MSR transcripts that are partially deficient in m6A RNA methylation display impaired chromatin association and have a reduced potential to form RNA:DNA hybrids. We propose that m6A modification of MSR RNA will enhance the functions of MSR repeat transcripts to stabilize mouse heterochromatin.

## INTRODUCTION

Constitutive heterochromatin spans the pericentric region of each mouse chromosome. It is defined by underlying repeat DNA sequences, such as the major satellite repeats (MSR) and is characterized by DNA methylation, H3K9me3 methylation and heterochromatin protein 1 (HP1) accumulation (1,2). The basic unit of an MSR DNA repeat is 234 bp long, AT-rich and consists of four sub-repeats (3,4). MSR units are organized in arrays of > 10,000 re-iterated copies in the pericentric regions of each mouse chromosome, accounting for ∼3.6% of the DNA sequence in the mouse genome (5). A minor fraction of the MSR repeats remain transcriptionally competent and are bi-directionally transcribed by RNA polymerase II (6,7). MSR transcripts are chromatin-associated and form RNA:DNA hybrids, which facilitate the retention of HP1 proteins (8,9) and Suv39h enzymes (7,10,11), demonstrating that MSR repeat RNA is a structural component of mouse heterochromatin.

Suv39h-dependent H3K9me3 also occurs over intact 5′ untranslated regions (5′UTR) of long interspersed nuclear elements (LINE), in particular the L1MdA subfamily (12). The 5′UTR of L1MdA contains a 208 bp unit that can be re-iterated up to 43 times. LINE elements can also be transcribed from either the sense or antisense strand and a subpopulation of truncated (i.e. lacking open reading frames) LINE transcripts remains chromatin-associated (7,12,13).

MSR and LINE transcription are important after fertilization to ensure development of the early mouse embryo (14–16), and MSR transcripts are required to initiate heterochromatin formation (14,15,17). In human cancer, satellite repeat transcripts were found to be upregulated in several tumors (18,19) where they can cause repeat expansions at pericentric heterochromatin via aberrant RNA:DNA hybrid formation (20). Together, these implications underscore both the physiological and pathological functions of satellite repeat RNA. However, our understanding of the transcriptional regulation of MSR repeat DNA and of the physico-chemical properties of MSR repeat transcripts is still limited.

RNA:DNA hybrids are often found as a duplex of nucleic acids, where RNA associates with complementary single stranded DNA while the second DNA strand is displaced, forming a structure called R-loop (21,22). R-loops have been implicated in transcriptional initiation and termination, thus regulating gene expression (23–25). When R-loops are not resolved properly, their accumulation leads to DNA damage and/or replication fork stalling and causes genomic instabilities (21,22). A study in *Caenorhabditis elegans* has shown that R-loops are suppressed by H3K9 methylation, which protects the genome from inappropriate repeat element expression and aberrant increase in RNA:DNA hybrid formation (26).

We became interested to explore whether heterochromatic RNA (hetRNA), in particular MSR and LINE L1MdA 5′UTR transcripts, are methylated, similar to DNA and histone methylation. 5-methylcytidine (5mC) was shown to be mostly present on tRNA and rRNA (27–29) and to some extent on non-coding RNA (30,31) and mRNA (32,33). N6-methyladenosine (m6A) is best studied on poly(A) transcripts, where it is mostly found at the 3′UTR (34,35). m6A is deposited by the Mettl3/Mettl14 (methyltransferase-like 3/14) complex, where Mettl3 is the catalytically active enzyme, while Mettl14 is directing substrate binding and complex stability (36–38). The importance of m6A modification of RNA has been well documented in regulating mRNA homeostasis (39,40) and translational activation (41–44). In addition, m6A RNA has been involved in modulating cell fate transitions and stem cell renewal (45–47), embryonic development (48,49), *Xist*-mediated X chromosome inactivation (50), and silencing of IAP retrotransposons (51,52).

In this study, we identified m6A as an abundant RNA modification of MSR and LINE L1MdA 5′UTR transcripts. We established that the Mettl3/Mettl14 complex deposits m6A methylation on hetRNA *in vitro* and is also relevant to direct m6A RNA methylation to hetRNA in mouse ES cells. Using *Mettl14* and *Metll3* null ES cell lines, we found that the decrease of m6A RNA methylation leads to impaired chromatin association of MSR transcripts and reduces their ability to form RNA:DNA hybrids. Our work identifies MSR repeat RNA as a novel target for m6A RNA modification and suggests that m6A methylation of MSR hetRNA strengthens the functions of MSR repeat transcripts in stabilizing heterochromatin integrity.

## MATERIALS AND METHODS

### Cell culture of mouse ES cells

Mouse embryonic stem (ES) cells were cultured on dishes coated with 2% gelatin in high glucose DMEM medium (Sigma-Aldrich) containing 15% Serum Replacement (Thermo Fisher Scientific), 100 U/ml penicillin, 100 μg/μl streptomycin (Sigma-Aldrich), 2 mM L-glutamine (Sigma-Aldrich), 0.1 mM beta-mercaptoethanol, 1× non-essential amino acids (Sigma-Aldrich) and 1 mM Na-pyruvate (Sigma-Aldrich). 1 ml of conditioned medium from COS-7 cells (ATCC, cat # CRl-1651) expressing Leukemia Inhibitory Factor (LIF) was added to 500 ml of ES cell culture medium to prevent ES cell differentiation. Cells were cultured at 37°C in 5% CO_2_.

### Isolation and purification of nuclear RNA

Nuclear RNA preparation was done according to published protocols (53). Nuclei from 2 × 10^7^ ES cells were lysed in 1 ml TRIreagent (Sigma-Aldrich) with 5–10 strokes of a syringe using 20, 23 and 26 G needles. RNA was precipitated with isopropanol, washed with 75% ethanol, resuspended in nuclease-free water (Qiagen) and stored at –80°C. The quality of the RNA was controlled using a Bioanalyzer RNA 6000 Nano Kit (Agilent). 20 μg of RNA was digested for 1 h at 37°C with 7 U of TURBO DNase I (Thermo Fisher Scientific), RNA was purified using the RNeasy MinElute Cleanup kit (Qiagen) and the eluted RNA was subjected for a second round of DNase digestion and purification. The double DNase-digested RNA was stored at –80°C.

### MeRIP protocol for the detection of 5mC and m6A containing RNA

Twelve microgram of double DNase-digested nuclear RNA was sonicated using a Covaris S220 (settings: 105 Peak Power, 10.0 Duty Factor, 200 cycles per burst, and 60 s sonication time) to generate RNA fragments with an average length of 500 nt. Nine microgram of sonicated RNA was spiked with 1 ng of *in vitro* transcribed (IVT) EGFP RNA (see below), where either all cytidines are 5mC or all adenosines are m6A methylated, and the volume was adjusted to 60 μl. The RNA mixes were denatured at 70°C for 10 min and divided equally into three samples: (i) 20 μl input (stored at –80°C until cDNA synthesis), (ii) 20 μl immunoprecipitation (IP) and (iii) 20 μl beads control. The IP samples were incubated with 5 μg of antibody in 500 μl 1× MeRIP buffer (10 mM Na-Phosphate pH 7.0, 0.14 M NaCl, 0.05% Triton X-100) overnight (O/N) on a rotating wheel at 4°C. The following antibodies were used for MeRIP: α-5mC (Zymo Research, mouse monoclonal, clone 10G4) or α-m6A (Abcam, rabbit monoclonal, cat. no. ab190886). 40 μl of blocked (0.1% BSA in PBS for 2 h at 4°C) Magnetic Protein G Dynabeads (Thermo Fisher Scientific) were then added to the IP and the beads control samples, and incubated for another 2 h at 4°C. Samples were washed five consecutive times in 700 μl of fresh 1× MeRIP buffer for 10 min at room temperature (RT). After the last wash, magnetic Dynabeads were resuspended in 200 μl of Proteinase K buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA, 0.5% SDS), and 70 μg of Proteinase K (Thermo Fisher Scientific) were added for 3 h at 50°C. RNA was purified from the supernatant using the RNeasy MinElute Cleanup kit (Qiagen) and eluted in 20 μl nuclease-free water (Qiagen). For reverse transcription, equal volumes (10 μl) of input, IP and beads control were used to generate cDNA (see also Supplementary Figure S1A).

### Detection of MSR and LINE L1MdA 5′UTR RNA by directed RT-qPCR

Reverse transcription (RT) was performed using the SuperScript II Reverse Transcriptase kit (Thermo Fisher Scientific), 0.5 mM of dNTP mix (Thermo Fisher Scientific) and 200 ng of random hexamer primers (Thermo Fisher Scientific). The cDNA was diluted 10x in water and stored at –20°C. 5 μl (37.5 ng) of the 10x diluted cDNA was mixed with 2× SYBR Select Master Mix (Thermo Fisher Scientific) and 200 nM of target-specific forward and reverse primers (Sigma-Aldrich) in a total volume of 10 μl. qPCR was performed with the QuantStudio 6 Flex machine (Applied Biosystems) with an annealing temperature of 60°C in a program using 40 cycles. Cycle threshold (Ct) values were used to calculate normalized expression (ΔΔCt method) and enrichment over input was calculated using the ΔCt method.

### Capture of MSR and LINE L1MdA 5′UTR transcripts with biotinylated DNA probes

We cultivated approximately 2.4 × 10^9^ (240 maxi dishes) J1 WT ES cells (54) for nuclear RNA isolation. The nuclear RNA was pooled to a total of 5.7 mg, double DNase I digested and sonicated. For the capture of MSR transcripts, 4.7 mg of this processed RNA was mixed with four biotinylated DNA probes (400 pmol each) that are complementary to the MSR reverse sequence. For capture of LINE L1MdA 5′UTR transcripts, 1 mg of this processed RNA was mixed with three biotinylated DNA probes (400 pmoles each) that are complementary to the LINE L1MdA 5′UTR forward sequence (see Supplementary Figure S2A). The mixture of RNA and biotinylated DNA probes was distributed into 10 Eppendorf tubes (100 μl each), denatured for 3 min at 90°C in 5× SSC buffer, cooled down on ice and hybridized for 10 min at 65°C. The hybridized samples were then kept at RT. 60 μl of washed (three times 1x BW buffer and one time 5× SSC buffer) MyOne Streptavidin C1 Dynabeads (Thermo Fisher Scientific) were added to each of the hybridized samples and incubated at 600 rpm (Thermomixer Eppendorf) for 30 min at RT. The Dynabeads were washed (once with 1× SSC buffer and three times with 0.1× SSC buffer), resuspended in 25 μl of nuclease-free water (Qiagen) and incubated for 3 min at 75°C in order to release the RNA. Released RNA from either the MSR-enriched samples or from the LINE L1MdA 5′UTR-enriched samples were then combined in one tube (final volume of 100 μl) and processed for a second round of capture with the biotinylated DNA probes. The 2x captured RNA samples were digested with DNase I for 30 min at 37°C, and the RNA was precipitated with 3 volumes of 100% ethanol, 0.5 M ammonium acetate, 15 μg of GlycoBlue (Thermo Fisher Scientific) O/N at –20°C, washed with 70% ethanol, resuspended in nuclease-free water (Qiagen) and stored at –80°C. The RNA concentration was measured using the Quant-iT Ribo-Green RNA Assay (Thermo Fisher Scientific) on a Nanodrop 3300 and the RNA quality was monitored using a Bioanalyzer RNA 6000 Pico Kit (Agilent). An aliquot (ca. 5ng) of the 2× captured RNA samples was taken for MiSeq sequencing to control for the purity of the enrichment (see Supplementary methods and Supplementary Figure S2B). The final amount of 2× captured RNA that was processed by LC–MS/MS was 114 ng for MSR-reverse and 183 ng for LINE L1MdA 5′UTR-forward RNA.

### LC–MS/MS to detect RNA modifications in captured RNA

Liquid chromatography - tandem mass spectrometry analysis was performed following the protocol for analysis of RNA modifications (55). MSR-reverse (114 ng) and LINE L1MdA 5′UTR-forward (183 ng) 2× captured RNA samples were digested with nuclease P1 (Sigma-Aldrich) and snake venom phosphodiesterase (SVPD), and subsequently dephosphorylated with alkaline phosphatase (Thermo Fisher Scientific). Single nucleosides were then separated using a RP-18 high performance liquid chromatography (Agilent) with a gradient from 10–40% ACN. Separated nucleosides were subjected to ionization and mass analysis using the Agilent 6460 Triple Quadrupole mass spectrometer. Modified nucleosides were identified by retention time and molecular weight and compared to internal standards.

### Generation of MSR and LINE L1MdA 5′UTR RNA by *in vitro* transcription

PCR products were amplified from the pSAT-MSR-1-repeat or pEX-L1MdA-1-repeat plasmids (7,56) using primers containing the T7 promoter. MSR-sense, MSR-antisense and LINE L1MdA 5′UTR sense and antisense transcripts were then generated by *in vitro* transcription (IVT) with T7 RNA polymerase (MEGAScript T7 Transcription Kit, Thermo Fisher Scientific). For mutant IVT MSR and LINE L1MdA 5′UTR transcripts lacking either all adenosines or containing the RRACHmut motifs, corresponding DNA templates with a flanking T7 promoter sequence were purchased from Integrated DNA Technologies (IDT). The EGFP IVT transcript was generated from the pCR4-TOPO-EGFP-S1 plasmid (Jenuwein lab) that was linearized with NotI prior to *in vitro* transcription with T3 RNA polymerase. For the EGFP IVT transcripts containing either 5mC or m6A, CTP was replaced by 5mCTP or ATP was replaced by m6ATP (both TriLink Biotechnologies) in the *in vitro* transcription reactions. The IVT transcripts were purified using the RNeasy MinElute Cleanup kit (Qiagen) and their quality was assessed on a Bioanalyzer RNA 6000 Nano Kit (Agilent).

### RNA methylation assay with recombinant METTL3/METTL14 complex

The RNA methyltransferase assay was adapted from a published protocol (38). 5 μM of IVT transcripts were reacted with 225nM of recombinant human METTL3/METTL4 (Active Motif, cat. no. 31570) in a buffer (15 mM HEPES pH 7.3, 50 mM NaCl, 1 mM MgCl_2_, 1 mM dithiothreitol (DTT), 50 mM KCl, 4% glycerol) containing 40 μM *S*-adenosyl-l- methionine (SAM) plus 1.1 μCi *S*-[methyl-^3^H]-SAM (Perkin Elmer) for 3 h at 30°C. The RNA was then purified with an RNA Clean & Concentrator kit (Zymo Research) and added to Ultima Gold scintillation fluid (Perkin Elmer), and the methyl-^3^H incorporation (counts per minute, CPM) were measured with the Tri-Carb 2910 TR (Perkin Elmer).

### Generation of *Mettl14*-mutant ES cells (A10 clone)

Single guide RNAs (sgRNA) targeting the MT-A70 domain of either Mettl3 and Mettl14 were designed using the CRISPR design online tool (57) and cloned into the Cas9 expression vector pSpCas9(BB)-2A-Puro (pX459, Addgene). WT ES cells were grown in a six-well plate and cells in one well were co-transfected at ∼80% confluency with the pX459-Mettl3ex5 (2.5 μg) and pX459-Mettl14ex10 (2.5 μg) plasmids using Xfect Transfection Reagent (Takara) to obtain double *Mettl3*/*Mettl14* CRISPR mutants. After 48 h, transfected cells were selected with 1.25 μg/ml puromycin for two days. Surviving cells where then collected (mixed population of cells) and an aliquot of cells was used to perform a surveyor assay (57), while the remaining culture was re-seeded in maxi dishes at 1:1000, 1:2000, 1:5000 dilutions to obtain single clones. After 1 week, 192 clones were manually picked and split into 96-well plates. Cells from one half of the clones were lysed in ‘tail/ear’ lysis buffer (10 mM KCl, 20 mM Tris–HCl pH 8.0, 10 mM (NH_4_)_2_SO_4_, 1 mM EDTA, 0.1% Triton X-100) and 0.1 mg/ml of Proteinase K (Thermo Fisher Scientific) for minimum 4 h at 50°C, followed by a 10 min 95°C inactivation of Proteinase K. Lysates, 10x diluted in water, were directly used for PCR (Terra Taq polymerase (Takara)) with primers amplifying exon 5 of *Mettl3* and exon 10 of *Mettl14*. PCR amplicons were sequenced by Sanger sequencing. Out of 192 clones we identified only one clone (A10 clone) that is homozygous mutant for *Mettl14* (see Supplementary Figure S3). The A10 clone contains an intact MT-A70 domain of *Mettl3*.

### HiSeq RNA sequencing of m6A enriched nuclear RNA

Three times 10 μg of double DNase-digested nuclear RNA of WT/RBC or *Mettl14*/*Mettl3* KO ES cells was processed for m6A MeRIP as described above. The resulting material from input and IP samples of the three MeRIP experiments (1 biological replicate) was combined and concentrated with a Concentrator 5301 (Eppendorf) to a final volume of 12 μl. The quality of the RNA was controlled by Fragment Analyzer (Agilent) and the concentration was measured using the Qubit RNA High Sensitivity assay (Thermo Fisher Scientific). Between 10 and 100 ng of the IP samples were used to prepare ribosomal RNA-depleted cDNA libraries (random hexamers) using the TruSeq Stranded Total RNA Library Prep Gold protocol (Illumina), but without the fragmentation step. Paired-end, 75 bp reads were generated with the HiSeq3000 sequencer (Illumina) with a coverage of 30 million reads per sample. Two biological replicates of m6A MeRIP enrichment were analyzed.

### Bioinformatic analysis of distinct repeat classes in m6A enriched RNA

Unprocessed reads were trimmed using cutadapt (58) version 1.8.1. Reads were then aligned to the GRCm38 genome from Ensembl using STAR (59) version 2.6.0c, with settings (–sjdbOverhang 100 –winAnchorMultimapNmax 200 –outFilterMultimapNmax 100) that identify repeat reads as recommended by TEtranscripts (60). GTF files of repeat annotations were generated from the RepeatMasker (61) (http://www.repeatmasker.org) obtained from UCSC genome database (62). Repeat reads were quantified using TEtranscripts version 2.0.3 with settings (–mode multi –minread 1 -i 10 –padj 0.05) and differentially enriched reads from distinct repeat elements were analyzed in R with the DESeq2 (63) package version 1.22.2. Data visualization was performed in R version 3.5.0 using the ggplot2 (64) package. For the analysis of non-repeat transcripts, reads were aligned to the GRCm38 genome from Ensembl using STAR (59) version 2.6.0c with settings (–sjdbOverhang 100 –outFilterMultimapNmax 1 –alignIntronMax 1). m6A-enriched peaks were identified by MeTDiff peak calling software (65) with input samples serving as control. Peaks with a FDR ≤ 0.05 were annotated using ChiPseeker software (66) version 1.18.0. Motif analysis was performed *de novo* with HOMER (67) using significantly enriched peaks (FDR ≤ 0.05) at 3′UTR regions and the script findMotifsGenome.pl with parameters ‘mm10-rna’. Differential expression of m6A-enriched reads between WT26 versus *Mettl14* KO and RBC versus *Mettl3* KO samples was detected with MeTDiff. The differential m6A peaks (FDR ≤ 0.05) were annotated by ChIPseeker. Pathway enrichment analysis was performed on the differential m6A peaks using ReactomePA package (68) version 1.24.0.

### Purification of RNA from cytoplasmic, nucleoplasmic and chromatin fractions

RNA preparations from sub-cellular fractions were done according to published protocols (53) and with the following adaptations. 2 × 10^7^ ES cells were pelleted, washed and resuspended in 1 ml of ice-cold buffer A (0.1% NP-40, 10 mM HEPES pH 7.9, 5 mM MgCl_2_ and 0.25 M sucrose) with an 18G needle (10 strokes). The lysate was rotated for 10 min at 4°C and centrifuged at 6000 g for 10 min at 4°C. The supernatant (cytoplasmic fraction) was aspirated, mixed with 1 ml of TRIreagent (Sigma-Aldrich) and stored at –80°C. The nuclear pellet was resuspended in 1 ml of ice-cold buffer B(0.4) (20 mM HEPES pH 7.9, 1 mM MgCl_2_, 0.1 mM EDTA, 0.4 M NaCl and 25% glycerol) with an 18G needle (10 strokes). The lysate was rotated for 30 min at 4°C and centrifuged at 10 000 g for 10 min at 4°C. The supernatant (nucleoplasmic fraction) was aspirated, mixed with 1 ml of TRIreagent (Sigma-Aldrich) and stored at –80°C. The chromatin pellet was resuspended in 1 ml of ice-cold buffer B(2.0) (20 mM HEPES pH 7.9, 1 mM MgCl_2_, 0.1 mM EDTA, 2 M NaCl and 25% glycerol) with an 18 G needle (10 strokes). The lysate was rotated for 30 min at 4°C, sonicated with 10 pulses (30 s ON, 30 s OFF) using a Bioruptor (Diagenode) until the viscosity was reduced and then mixed with 1 ml of TRIreagent (Sigma-Aldrich). The subsequent purification of TRIreagent isolated RNA from the cytoplasmic, nucleoplasmic and chromatin fractions and double DNase digestion was done as described above.

### Extraction of chromatin-associated nucleic acids for RNA:DNA hybrid detection

Extraction of chromatin-associated nucleic acids (NA) for RNA:DNA hybrid detection was performed with phenol/chloroform. This allowed for a more robust RDIP signal as compared with material that was isolated by TRIreagent (data not shown). A sonicated chromatin lysate was prepared from 1 × 10^7^ ES cells, which was then subjected to total NA isolation using phenol/chloroform (69). The phenol/chloroform extracted NA were transferred to a microTUBE (Covaris) and again sonicated using a Covaris S220 with the following settings: 105 Peak Power, 5.0 Duty Factor, 200 cycles per burst, and 80 s sonication time. The sonicated NA were run on a 1% agarose gel to verify that the NA fragments were between 200 and 1000 bp. Sonicated NA were stored at –80°C.

### RNase H digestion (37°C) of chromatin-associated nucleic acids

To perform RNase H digestion, we followed a protocol that allows comparison of RNase H treated and untreated NA at the same temperature (7). 10 μg of chromatin-associated, phenol/chloroform-isolated NA were incubated for 2 h at 37°C with 13 U of RNase H (NEB) in 1× buffer (NEB) in a total volume of 30 μl. The untreated (i.e. without RNase H) control (10 μg) was also incubated for 2 h at 37°C in 1× NEB buffer. RNase H treated and untreated samples were then double DNase I digested and processed for directed RT-qPCR.

### Expression and purification of recombinant HBD(RNaseH1)

The hybrid binding domain (HBD) sequence, spanning amino acids 27–76 from mouse RNase H1 (70), and the nuclear localization sequence (NLS) PKKKRKV were cloned with the Gateway system (Thermo Fisher Scientific) to generate 6xHis-MBP-NLS-HBD(H1)-eGFP and 6xHis-MBP-NLS-eGFP control constructs. All constructs were verified by sequencing. The 6xHis-MBP fusion proteins were expressed in Rosetta *Escherichia coli* strain as described (7), with the following adjustments. After IPTG induction, the bacterial lysate was sonicated using a Sonoplus sonicator (Bandelin) (50% power, 5 times: 15 s ON, 45 s OFF) and centrifuged twice for 30 min at 4°C. The supernatants were incubated with 3 μl of Pierce Universal Nuclease (Thermo Fisher Scientific) for 30 min at RT and cleared using a syringe and a 0.45 μm Whatman filter (GE Healthcare). Cleared lysates were purified using a FPLC (AKTAexplorer) with a MBPTrap HP 1 ml column (GE Healthcare). To cleave the 6xHis-MBP-tag, the purified proteins were incubated with 15 μl (150 U) of AcTEV protease (Thermo Fisher Scientific) O/N at 4°C in 1x TEV Buffer (Thermo Fisher Scientific). The NLS-HBD(H1)-eGFP and NLS-eGFP proteins were separated with a HisTrap HP 1 ml column (GE Healthcare). Purified proteins were aliquoted at 1 μg/μl, snap-frozen in liquid nitrogen and stored at -80°C. Residual bacterial nucleic acids (primarily RNA) are associated with purified NLS-HBD(H1)-eGFP. To examine whether bacterial NA could affect the affinity of NLS-HBD(H1)-eGFP in RDIP, we cleared the recombinant protein with RNase A (Thermo Fisher Scientific) and Pierce Universal Nuclease (Thermo Fisher Scientific). This RNase A/Nuclease treatment did not significantly improve the intrinsic RNA:DNA hybrid binding potential of NLS-HBD(H1)-eGFP, but may be required if the NLS-HBD(H1)-eGFP reagent is used for genome-wide RDIP analyses (data not shown).

### RDIP detection of RNA:DNA hybrids using HBD(RNaseH1): RNA amplification

For the optimization of a RNA:DNA immunoprecipitation (RDIP) protocol to detect MSR and LINE L1MdA 5′UTR repeat sequences, we compared TRIreagent-isolated NA and phenol/chloroform-isolated NA and incubation with RNase H at 37°C or at 4°C. We obtained the most reproducible results with phenol/chloroform-isolated NA and RNase H incubation at 4°C. In addition, RNA:DNA hybrid detection by recombinant HBD(H1)-eGFP is more efficient at 4°C. We therefore used an RNase H enzyme (Roche) that has robust activity at 4°C.

2.1 μg of chromatin-associated, phenol/chloroform-isolated NA were incubated for 2 h at 4°C with 13 U of RNase H (Roche) in 1x buffer (20 mM HEPES–KOH, 50 mM KCl, 10 mM MgCl_2_ and 1 mM DTT) in a total volume of 30 μl. The untreated control (2.1 μg) was also incubated for 2 h at 4°C in 1× buffer in a volume of 30 μl. RNase H-treated and untreated samples were then diluted to a volume of 42 μl and the samples were immediately subjected to RDIP with the HBD(H1)-eGFP (20 μl) or with the eGFP control (20 μl). 2 μl were saved as input.

The RNase H treated or the untreated material (20 μl each) was combined with 10 μl of GFP-Trap magnetic beads (Chromotek) that had been coupled to either 1 μg of recombinant HBD(H1)-eGFP or eGFP. Samples were then incubated for 90 min at 4°C in 2× EMSA buffer (40 mM Tris pH 8.0, 300 mM NaCl, 10 mM MgCl_2_, 25% glycerol, 0.1% Triton X-100). The beads–protein–NA complexes were sequentially washed with for 5 min at RT in high salt buffer (50 mM Tris–HCl pH 7.5, 0.5 M NaCl, 5 mM EDTA pH 8.0, 1% Triton X-100 and 0.1% Na-deoxycholate), low salt buffer (50 mM Tris–HCl pH 7.5, 0.14 M NaCl, 5 mM EDTA pH 8.0, 1% Triton X-100, and 0.1% Na-deoxycholate), IP-washing buffer (10 mM Tris–HCl pH 8.0, 0.25 M LiCl, 0.5% NP-40, 0.5% Na-deoxycholate and 1 mM EDTA) and 10– TE buffer. After the last wash, the beads-protein-NA complexes were resuspended in 100 μl of RDIP-elution buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA and 2% SDS) and incubated for 15 min at 65°C in a thermomixer (600 rpm). Input samples (2 μl, 10%), that were stored on ice, were combined with 98 μl RDIP-elution buffer and also incubated for 15 min at 65°C in a thermomixer (600 rpm).

For the PCR detection of enriched MSR RNA:DNA hybrids, we compared DNA amplification vs. RNA amplification of the eluted material and observed a more robust and reproducible signal by using RNA amplification (see Supplementary Figure S11). Therefore, RNA was isolated with 0.5 ml of TRIreagent (Sigma-Aldrich) and MaXtract High Density 1.5 ml columns (Qiagen) and double DNase I digested. Equal volumes (10 μl) of input, HBD(H1)-eGFP and eGFP-enriched samples were processed with the SuperScript II Reverse Transcriptase kit (Thermo Fisher Scientific) using random hexamers. 1 μl of undiluted cDNA was used for qPCR with the QuantStudio 6 Flex machine (Applied Biosystems) with an annealing temperature of 60°C in a program using 40 cycles.

### RDIP detection of RNA:DNA hybrids using the S9.6 antibody: RNA amplification

One microgram of chromatin-associated, phenol/chloroform-isolated NA were either treated with RNase H (Roche) or untreated for 2 h at 4°C. This material was then incubated with 25 μl of magnetic Protein G Dynabeads (Thermo Fisher Scientific) that had been coupled to 1 μg of the monoclonal S9.6 antibody (Merck Millipore, cat. no. MABE 1095) O/N at 4°C in a rotating wheel. The next day, the bead-protein-NA complexes were washed three times for 5 min at RT with ChIP-wash buffer (0.1% SDS, 1% Triton X-100, 2mM EDTA pH 8.0, 150 mM NaCl, 20 mM Tris–HCl pH 8.0 and protease inhibitors (Roche)) and once for 10 min at RT with the ChIP-final wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA pH 8.0, 500 mM NaCl, 20 mM Tris–HCl pH 8.0, and protease inhibitors (Roche)). The bead-protein-NA complexes were then resuspended in 100 μl of RDIP-elution buffer and processed for detection of MSR and LINE L1MdA 5′UTR RNA:DNA hybrids by RNA amplification as described above.

### Electrophoretic mobility shift assay (EMSA)

EMSA was performed as described (7). RNA:DNA hybrids were generated with 5′-Cy5 labeled or unlabeled 35 nt RNA and DNA oligonucleotides (Sigma-Aldrich, BioSynthesis) spanning a sequence from subrepeat 2 of the MSR (see Supplementary Table S1). In addition, 5mC and m6A modified RNA oligonucleotides (Sigma-Aldrich, BioSynthesis) were also used. Equimolar amounts of RNA and DNA oligonucleotides (0.5 μM each) were mixed in 1× MES buffer (2-(N-morpholino)ethanesulfonic acid 0.5 M, pH 7.0), denatured for 3 min at 90°C, annealed for 30 min at 37°C, cooled for 1 h at 4°C and then stored at –20°C. For EMSA, 20 nM of RNA:DNA hybrids were incubated with increasing concentrations (e.g. 125 nM to 0.5 μM) of recombinant HBD(H1)-eGFP or eGFP in 1x binding buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 12.5% glycerol, 0.05% Triton X-100 and 1 mM DTT) for 1 h at 4°C. Reaction products were resolved on a 4% polyacrylamide (60:1) gel (25 mM Tris–HCl, 250 mM glycine, 5% glycerol, 0.075% ammonium persulfate and 0.05% TEMED) in running buffer (12.5 mM Tris–HCl and 100 mM glycine) and the Cy5 signal was detected using a Typhoon FLA 9500 fluorescence scanner (GE Healthcare).

### Statistical analysis

Where indicated, the data are presented as mean values ± SD. Statistical significance between groups was determined using paired or unpaired two-tailed *t*-test or the Wald test. *P*-values ≤0.05 were considered to be statistically significant.

## RESULTS

### Heterochromatic RNA has abundant m6A RNA methylation

To identify RNA modifications on hetRNA, we optimized a protocol for MeRIP (methylated RNA immunoprecipitation) coupled to RT-qPCR (see Supplementary Figure S1A and Materials and methods). We used antibodies recognizing either 5mC or m6A modifications in nuclear RNA of mouse embryonic stem cells (ES). For this, we focused on wild type 26 (WT26) and *Suv39h* double null (dn) ES cells, as there is more transcripts of MSR and LINE L1MdA 5′UTR in *Suv39h* dn ES cells (71). With the α-5mC antibody, we observed a very low enrichment of around 0.02% for 5mC MSR RNA in input RNA from WT26 cells (Figure 1A, left). This signal was was not considerably increased in RNA samples from *Suv39h* dn ES cells. For the LINE L1MdA 5′UTR transcripts, we observed a greater 5mC RNA enrichment and this enrichment was further enhanced (although not within a statistically significant range) in RNA samples from *Suv39h* dn ES cells to the level of ∼2% of input RNA (Figure 1A, right).

**Figure 1.**
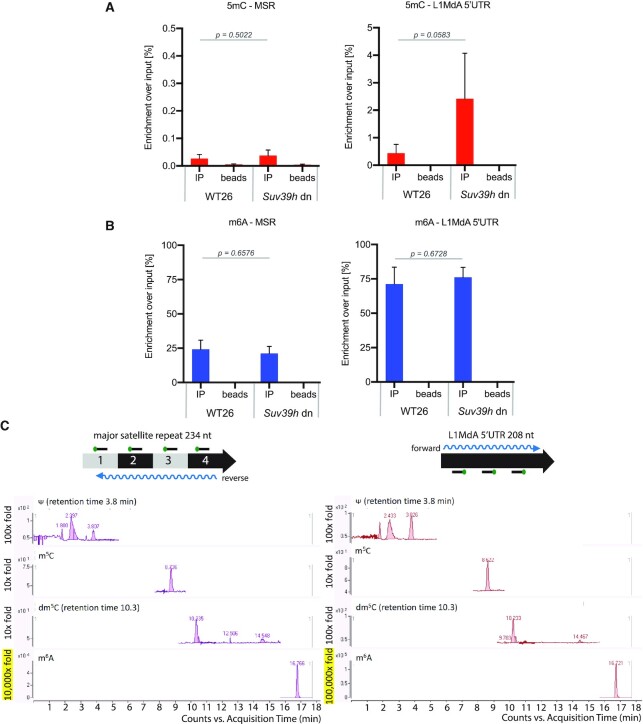
Heterochromatic RNA has abundant m6A RNA methylation. (**A**) MeRIP analysis of 5mC modified MSR (left) and LINE L1MdA 5′UTR (right) transcripts in WT26 and *Suv39h* dn ES cells. Double DNase digested nuclear RNA was probed with an α-5mC antibody and enriched transcripts were analyzed by RT-qPCR. Enrichment is calculated as a percentage of 5mC-positive transcripts over the total amount of input transcripts. The data represent the mean ± SD from *n* = 3 biological replicates. (**B**) The same as in (A), but the MeRIP analysis was performed with an α-m6A antibody. For (A) and (B), statistical significance was determined by unpaired two-tailed t-test and the *P*-values are indicated. (**C**) LC-MS/MS chromatogram of Ψ, m^5^C, dm^5^C and m^6^A in MSR-enriched (left) and LINE L1MdA 5′UTR-enriched (right) RNA samples. Capture of MSR reverse strand and of LINE L1MdA 5′UTR forward strand from nuclear RNA of J1 WT ES cells was performed with biotinylated DNA probes (see scheme above the chromatograms). Indicated retention times for Ψ and dm^5^C specify the signal for these modifications over other detected peaks. Only background levels (10-fold signal) were observed for m^5^C RNA, whereas high (10 000-fold signal) to very high (100 000-fold signal) levels were detected for m^6^A RNA, as indicated on the left of the chromatograms. *n* = 1.

In comparison to 5mC levels, we observed 20% enrichment over input for m6A MSR RNA in WT26 cells (Figure 1B, left) and a very high level, 70% over input, of m6A RNA for LINE L1MdA 5′UTR transcripts (Figure 1B, right). The m6A MSR and LINE L1MdA 5′UTR RNA methylation levels did not change between WT26 and *Suv39h* dn cells. To demonstrate the efficiency of our MeRIP protocol, we also analyzed m6A-positive mRNA for *Klf4*, *Sox2* or *Nanog* (45) (Supplementary Figure S1B, left) and used a fully m6A-methylated EGFP *in vitro* transcript as a spike-in control (Supplementary Figure S1B, right). Together, our MeRIP analysis indicates only background levels of 5mC but an abundance of m6A methylation on hetRNA. We conclude that around 20% of MSR transcripts and 70% of LINE L1MdA 5′UTR transcripts are m6A modified.

To analyse hetRNA modification by an antibody-independent approach, we next enriched hetRNA. For this, we captured MSR forward, MSR reverse and LINE L1MdA 5′UTR forward transcripts with complementary biotinylated DNA probes from bulk nuclear RNA of WT ES cells (see Supplementary Figure S2A and Materials and methods). Samples were controlled for specific enrichment prior to liquid chromatography–tandem mass spectrometry (LC–MS/MS). MiSeq RNA sequencing shows that in the MSR-reverse RNA-enriched sample, the majority of the reads mapped to the consensus sequence of major satellite repeats (GSAT_MM), and for the LINE L1MdA 5′UTR-forward RNA-enriched sample, the majority of the reads mapped to two subtypes of the L1MdA subfamily (L1MdA_I and L1MdA_III, Supplementary Figure S2B). The MSR-forward RNA-enriched sample was still containing residual 28S rRNA (data not shown) and was therefore not used for LC–MS/MS.

LC–MS/MS detected RNA 5-methylcytidine (here abbreviated as m^5^C) signal at a background level (10-fold) for both, MSR reverse-enriched (Figure 1C, left) and LINE L1MdA 5′UTR forward-enriched (Figure 1C, right) samples, at a similar level to the DNA 5-methyldeoxycytidine (dm^5^C). The existence of DNA 5-methyldeoxycytidine (dm^5^C) suggests some contamination of DNA coming either from genomic DNA or DNA oligonucleotides used for hybridization (72). In contrast, the methyl-6-adenosine (m^6^A) was detected at 10,000-fold higher signal for MSR reverse-enriched transcripts (Figure 1C, left) and 100 000-fold higher signal for LINE L1MdA 5′UTR forward-enriched transcripts (Figure 1C, right).

The combined data from the MeRIP and mass spectrometry analyses therefore reveal a significant enrichment of m6A RNA, as compared to only background levels for 5mC RNA, for MSR and LINE L1MdA 5′UTR repeat transcripts.

### MSR-sense transcripts are preferred substrates for the METTL3/14 methyltransferase complex

The m6A modification found in RNA Pol II transcripts is mostly deposited by the Mettl3/Mettl14 methyltransferase complex (45,46). We next asked if hetRNA were substrates for Mettl3/Mettl14 in an *in vitro* methyltransferase assay. The Mettl3/Mettl14 is highly conserved between human and mouse, and we used a commercially available human recombinant METTL3/METTL14 complex. *In vitro* transcribed single stranded RNA spanning the sequence of one repeat of MSR or of 5′UTR of LINE L1MdA, in the sense (S) or antisense (AS) orientation, were incubated with METTL3/METTL14 and S-[methyl-3H]-(SAM), and incorporation of m6A into RNA was measured by scintillation counting.

The METTL3/METTL14 complex methylated all RNA substrates (≥4000 counts per minute, CPM) when compared to no substrate controls (Figure 2A). Notably, there was a very high activity (∼60 000 CPM) towards the MSR-sense RNA but not the MSR-antisense RNA. The LINE L1MdA 5′UTR sense and antisense transcripts were only observed as weak substrates. These results indicate that the MSR-sense (forward) RNA is a preferred substrate for the METTL3/METTL14 complex *in vitro*.

**Figure 2.**
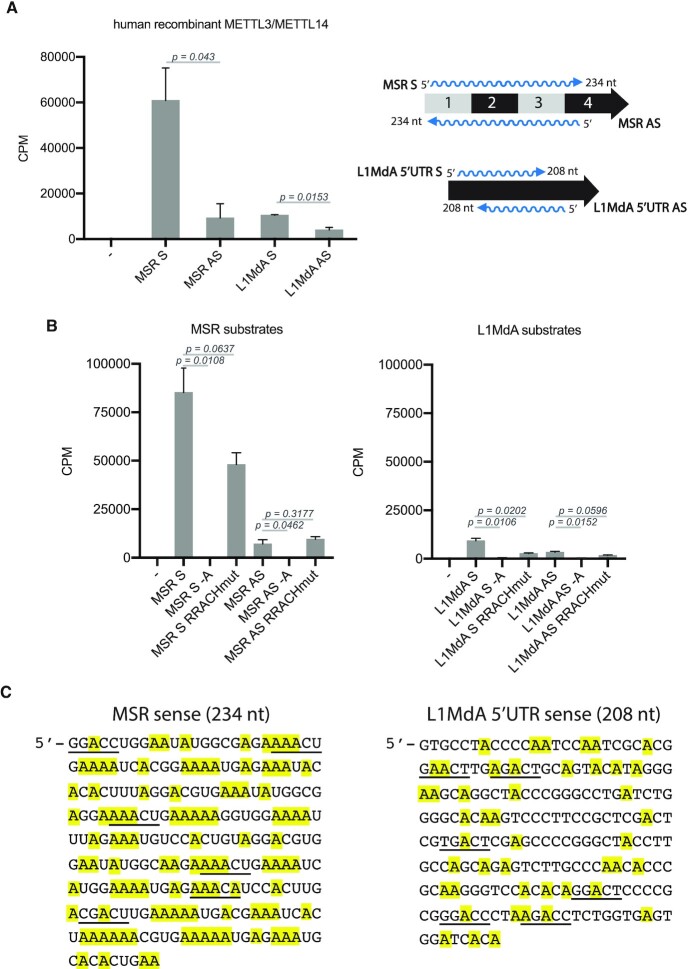
MSR forward transcripts are preferred substrates for the METTL3/14 methyltransferase complex. (**A**) Histogram showing the results of an *in vitro* RNA methyltransferase assay with human recombinant METTL3/METTL14 complex and *in vitro* transcribed single stranded RNA for MSR sense (S) or antisense (AS) and LINE L1MdA 5′UTR sense (S) or antisense (AS) transcripts. Control reaction was performed without RNA (–). Incorporation of *S*-[methyl-^3^H]-SAM into the RNA substrates was measured as counts per minute (CPM). The data represent the mean ± SD from *n* = 3 technical replicates. (**B**) The same as in (A), but using additional RNA substrates in which the middle adenosine of the RRACH motif was mutated to uridine (RRACHmut) or where all adenosines were replaced by uridines (–A). For (A) and (B), statistical significance was determined by unpaired two-tailed t-test and the *P*-values are indicated. (**C**) DNA consensus sequences (sense strand) of one MSR repeat unit (234 nt) (left) and of one LINE L1MdA 5′UTR repeat unit (208 nt) (right). RRACH motifs that are present in these sequences are underlined. Adenosines are highlighted in yellow.

The m6A RNA methyltransferase complex was described to recognize and methylate the adenosine found in the ‘RRACH’ sequence motif (where R indicates adenosine or guanosine, and H indicates adenosine, cytidine, or uridine) (34,35). Although the MSR sense and LINE L1MdA 5′UTR sense RNA consensus sequences each contain six RACH motifs, the MSR sense RNA has a much higher A content (46% A-rich) (see Figure 2C). We generated *in vitro* transcripts that have the RRACH motif mutated to RRUCH sequence (RRACHmut) or where all adenosines found in the MSR and LINE L1MdA 5′UTR RNA sequences were replaced with uridines (‘minus A’, –A). We examined these mutated RNA sequences as substrates for the METTL3/METTL14 complex. m6A methylation was decreased by half when comparing the MSR sense RRACHmut RNA to MSR-sense RNA. By contrast, the MSR-antisense RRACHmut RNA did not show any difference when compared to the MSR-antisense RNA (<20% A-rich) (Figure 2B, left). For the LINE L1MdA 5′UTR, both sense and antisense transcripts containing the RRACHmut motifs were also observed to be less m6A methylated by the METTL3/ METTL14 complex (Figure 2B, right). All transcripts without adenosines resulted in background signals similar to the no-substrate control (Figure 2B).

The MSR sense transcript contains six RRACH motifs (underlined, Figure 2C, left), compared to only one RRACH motif in the MSR-antisense transcript (not shown). Both the sense and antisense MSR RNA largely display single-stranded regions in their secondary structure. Although the LINE-sense transcript also contains six RRACH motifs (underlined, Figure 2C, right), the secondary structure of the LINE L1MdA 5′UTR transcripts is distinct and primarily folds into dsRNA (7). While RNA secondary structures could contribute to substrate specificity of the Mettl3/Mettl14 complex, the data are most consistent with the overall A content of target RNA to direct high levels of m6A RNA methylation. We conclude that the METTL3/METTL14 complex can methylate LINE L1MdA 5′UTR and MSR RNA sequences *in vitro*.

### *Mettl14* and *Mettl3* mutant ES cells have reduced levels of m6A hetRNA methylation

We then examined if the Mettl3/Mettl14 complex methylates hetRNA in mouse ES cells. We used the CRISPR/Cas9 system in WT26 ES cells (129/Sv × C57Bl6 background) to generate knock-out (KO) cell lines. We chose to target the catalytically active MT-A70 domain of Mettl3 and the degenerated MT-A70 domain of Mettl14, which has been shown to be important for the dimerization of both proteins (36).

Single guide RNAs (sgRNA) for MT-A70 of *Mettl3* and MT-A70 of *Mettl14* were co-transfected to obtain double CRISPR/Cas9 *Mettl3/Mettl14* KO in WT26 cells. Although no double KO was obtained, a single *Mettl14* KO clone (A10 clone) was derived. It has a 4 bp homozygous deletion that causes a frame shift and generates a premature termination codon, resulting in a truncated 311 aa long Mettl14 (Supplementary Figure S3). The A10 clone contains an intact MT-A70 domain of the *Mettl3* gene. An additional approach for single CRISPR/Cas9 gene disruptions of *Mettl3* or *Mettl14* was performed, however unsuccessfully. We therefore focused on the A10 clone and obtained *Mettl3* KO ES cells from a different study (73). The *Mettl3* KO cells (2c4d clone) were derived from engineered WT ES cells (129/Sv × C57Bl6 background), termed RBC (Rosa26 BirA-V5, Cre-ERT2 recombinase) (73).

Both *Mettl14* KO and *Mettl3* KO cells display a similar morphological change: the loss of ES cell-like colonies and a more flattened cell shape (Figure 3A). HiSeq RNA sequencing of nuclear RNA (see Supplementary methods) indicated that *Mettl14* KO and *Mettl3* KO ES cells display a comparable dysregulation of genes (on average 450 genes up-regulated and 530 genes down-regulated) (Supplementary Figure S4A). 

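Nuclear RNA from the control lines WT26 and RBC and from the *Mettl14* KO (clone A10) and *Mettl3* KO (clone 2c4d) ES cells was sequenced in 2 biological replicates per line, and the authors deposited the raw read counts of 47937 genes in the 8 libraries. *Mettl14* KO cells were compared with WT26 cells and *Mettl3* KO cells with RBC cells. In each replicate between 11321459 and 13743181 reads were counted on genes, with totals of 13516561 and 11321459 in WT26, 12468973 and 12628161 in *Mettl14* KO, 11783953 and 13664213 in RBC and 13743181 and 12289333 in *Mettl3* KO cells. The 10 genes with the most reads took 16.1% to 24.02% of a library, and Gm26917 alone between 6.24% and 11.0% in the libraries other than replicate 2 of RBC, where CT010467.1 was the largest with 7.47%. The counts were scaled by DESeq2's median-of-ratios size factors, 17021 genes passed edgeR's filter on low counts, and edgeR's quasi-likelihood test was fitted to all 8 libraries, with Benjamini-Hochberg adjustment over all tested genes. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change above 1. The spread was estimated over all 4 lines together, because each line has only 2 libraries. The 2 replicates of RBC differed more than sampling noise by a chi-square per degree of freedom of 39.8. This value was 2.95 in WT26, 3.51 in *Mettl14* KO and 6.31 in *Mettl3* KO cells. A shared spread may understate that of RBC, so comparisons with RBC may call too many genes. The common biological coefficient of variation was 0.0625. Replicate numbers were taken from the sample labels, and whether same-numbered libraries of different lines were processed together is not stated in the paper's text. Over 11879 genes with a mean of at least 50 normalized counts, the deviations of same-numbered libraries from their line's mean had a correlation of -0.0713 between WT26 and *Mettl14* KO, 0.453 between RBC and *Mettl3* KO and -0.172 between WT26 and RBC. Genes are not independent replicates, and these correlations across genes describe shared deviations only.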

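Reads of the gene targeted in each knockout were still counted. Mettl14 (ENSMUSG00000028114, chromosome 3 of GRCm38 from 123368297 to 123386108) had 296.5 and 315.6 normalized counts in the replicates of *Mettl14* KO cells and 400.6 and 357.5 in WT26, a log2 fold change of -0.31 (standard error 0.0872, adjusted p = 0.00609 in edgeR). In the other pair of lines Mettl14 had 389.6 and 401.9 normalized counts in *Mettl3* KO cells and 435.7 and 412.1 in RBC, a log2 fold change of -0.10 (adjusted p = 0.340). Mettl3 (ENSMUSG00000022160, chromosome 14 from 52294841 to 52305128, overlapped on the other strand by Tox4, whose reads an unstranded count would share) had 880.0 and 820.9 normalized counts in *Mettl3* KO cells and 927.7 and 978.9 in RBC, a log2 fold change of -0.16 (standard error 0.0707, adjusted p = 0.0588). Its counts were 1020.6 and 885.5 in *Mettl14* KO cells and 714.4 and 720.4 in WT26, a log2 fold change of 0.41 (standard error 0.0716, adjusted p = 1.1e-04). With the replicate number as a block, the adjusted p of Mettl14 in *Mettl14* KO cells was 0.00646 and that of Mettl3 in *Mettl3* KO cells 0.0465, with log2 fold changes of -0.31 and -0.17. All tested genes of chromosome 3 had a median log2 fold change of -0.23 in *Mettl14* KO cells. Those of chromosome 14 had one of -0.21 in *Mettl3* KO cells. The falls of the targeted genes can therefore not be told apart from shifts of their chromosomes. Between *Mettl14* KO and WT26 cells 1353 genes were up-regulated and 1118 down-regulated, and between *Mettl3* KO and RBC cells 1047 were up-regulated and 1265 down-regulated. The block on the replicate number gave 1351 and 1113 genes for *Mettl14* KO and 1030 and 1255 for *Mettl3* KO cells. The choice that moved these counts most was to call genes on the adjusted p alone, which gave 4336 up-regulated and 4594 down-regulated genes in *Mettl14* KO and 4296 and 4789 in *Mettl3* KO cells. A total of 814 genes were called in both knockouts, where 335.6 would be called by chance if the calls were independent, 279 of them up-regulated in both, 350 down-regulated in both and 185 changed in opposite directions. Across all tested genes the log2 fold changes of the knockouts had a Pearson correlation of 0.243. A test of the difference between the knockouts in their change against the control line called 2379 genes, 1374 with a positive and 1005 with a negative difference (1378 and 995 with the block). As a baseline, the control lines RBC and WT26 differed in 1528 genes (827 higher and 701 lower in RBC), with 837 higher and 690 lower with the block. In *Mettl14* KO cells, the largest rises among genes with at least 50 mean normalized counts were those of Gm28186, Gm3985 and Usp9y. Gm28186, an unprocessed pseudogene on chromosome Y whose reads may belong to a parent gene, was at 0 counts in both WT26 replicates and had 106.2 and 94.5 normalized counts in *Mettl14* KO cells, at least 33.8-fold higher. Gm3985, a long intergenic noncoding RNA on chromosome 8 from 32888505 to 32950026, rose from 2.7 and 4.3 to 107.2 and 137.4 normalized counts, a log2 fold change of 5.10 (standard error 0.520, adjusted p = 4.2e-10). Usp9y, on chromosome Y from 1298961 to 1459782 with a paralog on chromosome X, had a log2 fold change of 4.83. The largest falls were those of Gm30692, from 127.5 and 129.9 to 3.0 and 1.9 normalized counts (at least 43.4-fold lower), of Gfra2 (log2 fold change -4.97) and of Spink10 (-4.89), which Spink13 and Spink7 overlap. In *Mettl3* KO cells the largest rises included those of Fat2 (log2 fold change 4.06) and Ccnd2 (3.82, overlapped on the other strand by 9330179D12Rik). Meg3 fell from 5814.5 and 5390.5 to 30.4 and 27.2 normalized counts, a log2 fold change of -7.59 (standard error 0.120, adjusted p = 4.0e-21), on chromosome 12 from 109541001 to 109571726, where Mir770 overlaps it. Gm26945, which overlaps Rian, had a log2 fold change of -7.68 and Gm37899 one of -7.45. Between the control lines, Trim12a, Mid1 and Gm10499 (a pseudogene) were higher in RBC, at least 36.8-fold, 351.2-fold and 95.9-fold, since both WT26 replicates were at or under 3 counts. Lower in RBC were the pseudogene Rps13-ps1 (at least 353.3-fold), Tmprss11f (at least 47.3-fold) and the pseudogene Rps15a-ps7 (log2 fold change -5.33).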

Intriguingly, gene ontology analysis reveals alteration of pathways in neuronal differentiation (for both *Mettl14* KO and *Mettl3* KO) and in signal transduction (*Mettl14* KO) or in cell migration (*Mettl3* KO) (Supplementary Figure S4B). 

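Lists of genes for neuronal differentiation and for cell migration were set before the data were examined, without the gene ontology annotation, and tested with limma's camera (inter-gene correlation 0.01, two-sided, false discovery rate over 12 lists per comparison). Of 65 listed neuronal genes 49 were tested, and their median log2 fold change was -0.06 in *Mettl14* KO and 0.01 in *Mettl3* KO cells. As a set they moved in neither knockout, with an FDR of 0.158 in *Mettl14* KO and 0.395 in *Mettl3* KO cells (limma camera p of 0.119 and 0.329, and 0.120 and 0.318 with the replicate block). The share of neuronal genes called was 20.4% in *Mettl14* KO cells (1 up, 9 down), against 14.5% of all tested genes, and 26.5% in *Mettl3* KO cells (6 up, 7 down), against 13.6%. Between the control lines RBC and WT26 this share was 24.5% (8 up, 4 down), against 8.98%, so an excess is not particular to the knockouts. At an adjusted p of 0.05 without a limit on the fold change, 24 neuronal genes passed in *Mettl14* KO and 26 in *Mettl3* KO cells when adjusted over all genes. Adjusted over the list alone, 23 and 26 passed. Pax6 rose in both knockouts, from 20.8 and 23.6 to 91.1 and 81.8 normalized counts in *Mettl14* KO cells (log2 fold change 1.96) and by 1.21 on the log2 scale in *Mettl3* KO cells. Neurod1, which Cerkl overlaps, fell in both, from 114.8 and 122.4 to 17.0 and 16.6 normalized counts in *Mettl14* KO cells (-2.81) and by a log2 fold change of -1.19 in *Mettl3* KO cells. Dpysl3 fell in *Mettl14* KO cells from 520.9 and 467.0 to 67.1 and 43.8 normalized counts (-3.16), and Epha4 fell in both knockouts, with log2 fold changes of -1.07 and -2.42. Genes also down-regulated in *Mettl14* KO cells include Gap43, Tubb3, Bdnf, Nrp1 and Sema6a, while Sema6a, Efnb1, Slit2, Stmn3 and Zic2 were up-regulated and Cntn2, Stmn2, Syt1, Isl1 and Ntrk2 down-regulated in *Mettl3* KO cells. The migration genes (50 tested of 55) moved down as a set in both knockouts, with a median log2 fold change of -0.24 in *Mettl14* KO (FDR 0.00224) and -0.44 in *Mettl3* KO cells (FDR 5.4e-05). With the replicate block, limma's camera p for migration was 4.9e-04 and 9.6e-06, against 5.6e-04 and 9.0e-06 without it. The alternative that moved the migration set most was to estimate the correlation between genes within each list, with a limma camera p of 0.0526 in *Mettl14* KO and 0.0292 in *Mettl3* KO cells. The set lost its call in both knockouts with this alternative. Called migration genes were 3 up and 6 down in *Mettl14* KO cells (Sema3c, Pdgfra and Rhob against Plaur, Itga3, Lama1, Pdgfa, Vim and Col4a2) and 3 up and 12 down in *Mettl3* KO cells (Kitl, Cdh2 and Sema3e against Plaur, Lama1, Itga3, Lamb1, Vim, Lamc1, Col4a1, Vcl, Itgb1, Mmp2, Cd44 and Plau). Col4a1 and Col4a2 overlap each other, so part of their reads is uncertain. Plau in *Mettl3* KO cells lost its call with the replicate block (log2 fold change -1.44, adjusted p = 0.0519 in edgeR). Signal transduction was not analysed here.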

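Lists of genes for RNA polymerase II and the general transcription factors, elongation, splicing and translation were tested in the same way. The 41 splicing genes were lower as a set in both knockouts, with a median log2 fold change of -0.25 in *Mettl14* KO (FDR 0.0275) and -0.35 in *Mettl3* KO cells (FDR 1.0e-04), although 0 of them were called in either. Of these 41, 32 in *Mettl14* KO and 31 in *Mettl3* KO cells had an adjusted p under the limit of 0.05 (the same numbers when adjusted over the list alone), with log2 fold changes from -0.81 to 0.67 and from -0.99 to 0.16. The 42 translation genes had an FDR of 0.134 in *Mettl14* KO cells and of 0.0353 in *Mettl3* KO cells, there with a median log2 fold change of -0.18 and 0 genes called, while 27 of them (28 over the list alone) had an adjusted p under the limit without one on the fold change. When the correlation between genes was estimated within each list, limma's camera p for splicing was 0.319 and 0.133, and for translation in *Mettl3* KO cells 0.411. Neither the 30 elongation genes (FDR 0.139 and 0.290) nor the 50 genes of RNA polymerase II and the general transcription factors (FDR 0.324 and 0.753) moved as a set. With the replicate block, limma's camera p was 0.0104 and 1.7e-05 for splicing, 0.0764 and 0.0098 for translation, 0.0988 and 0.166 for elongation and 0.270 and 0.696 for RNA polymerase II and the general transcription factors.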

No pathway changes related to RNA transcription, elongation, splicing or translation are detected. This is important to examine possible indirect effects on m6A RNA methylation that may arise from altered transcriptional activity or impaired RNA PolII function, as has been shown for nascent mRNA transcripts (13,74). However, in contrast to *bona fide* mRNA, MSR repeat transcripts largely lack poly(A) tails and do not have a 5′ cap (7) and therefore may have a less stringent transcriptional control. 

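Single genes of the transcription machinery, of m6A RNA methylation and of heterochromatin formation were read from 3 lists written without the gene list of Supplementary Figure S5. Among the 50 genes of RNA polymerase II and the general transcription factors, log2 fold changes lay between -1.13 and 0.86 in *Mettl14* KO and between -1.25 and 0.74 in *Mettl3* KO cells, and the genes called were Taf13 (-1.13) in the former and Polr2i (-1.11, overlapped by Tbcb) and Taf9 (-1.25, overlapped by Ak6) in the latter. An adjusted p under the limit, without one on the fold change, was reached by 26 of these genes in *Mettl14* KO and 35 in *Mettl3* KO cells, whether adjusted over all genes or over the list. The elongation factor Supt6, which Sdf2 overlaps on the other strand, fell from 4414.8 and 4341.8 to 2047.1 and 2098.4 normalized counts in *Mettl14* KO cells (log2 fold change -1.08).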

We also generated heatmaps for expression of genes that encode core components of the transcription machinery, m6A RNA methylation and heterochromatin formation (Supplementary Figure S5). We have not observed major changes in these pathways and only very few genes are altered within a statistically significant range (*P* < 0.05). In addition, there are also no significant alterations in the expression of *RNaseH1* or *RNaseH2* genes. 

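Of 25 m6A genes 0 were called in either knockout, with log2 fold changes from -0.53 to 0.44 in *Mettl14* KO and from -0.40 to 0.91 in *Mettl3* KO cells. On the adjusted p alone, 19 of them (20 over the list) passed in *Mettl14* KO and 13 (13 over the list) in *Mettl3* KO cells. As a set the m6A genes had a limma camera p of 0.431 in *Mettl14* KO cells (0.429 with the replicate block) and of 0.0590 in *Mettl3* KO cells (0.0563 with the block). Of 34 heterochromatin genes 1 was called in each knockout, Dnmt3l, which Aire overlaps and which has the pseudogene Dnmt3l-ps1. Dnmt3l had 191.3 and 183.1 normalized counts in *Mettl14* KO cells against 775.0 and 860.0 in WT26 (log2 fold change -2.12), and 303.5 and 331.4 in *Mettl3* KO cells against 935.7 and 809.4 in RBC (-1.46). The highest log2 fold change of a heterochromatin gene was 0.90 in *Mettl14* KO and 0.50 in *Mettl3* KO cells. On the adjusted p alone 28 of them (28 over the list) passed in *Mettl14* KO and 23 (24 over the list) in *Mettl3* KO cells. The heterochromatin genes were lower as a set in *Mettl14* KO cells, with a median log2 fold change of -0.31 (FDR 0.00181, limma camera p of 3.0e-04, and 3.1e-04 with the block), and not in *Mettl3* KO cells (FDR 0.247, limma camera p of 0.123, and 0.127 with the block). With the correlation estimated within the list, limma's camera p for heterochromatin in *Mettl14* KO cells was 0.0141 before adjustment, and the set lost its call.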

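Rnaseh1 (chromosome 12 from 28649602 to 28659589) had 360.6 and 366.3 normalized counts in *Mettl14* KO cells against 432.3 and 403.7 in WT26, a log2 fold change of -0.20 (standard error 0.0845, adjusted p = 0.0517, and 0.0530 with the replicate block). In *Mettl3* KO cells it had 298.3 and 337.4 against 352.9 and 349.0 in RBC, a log2 fold change of -0.15 (adjusted p = 0.173, and 0.182 with the block). Rnaseh2a (chromosome 8 from 84956610 to 84969767) had log2 fold changes of -0.37 (adjusted p = 3.4e-04, and 2.9e-04 with the block) and -0.39 (2.6e-04 and 2.2e-04), and is uncertain because Gm49661 overlaps it on the same strand and Prdx2 on the other. Rnaseh2b (chromosome 14 from 62292589 to 62372992, overlapped by Dleu7) had log2 fold changes of 0.24 in *Mettl14* KO (adjusted p = 0.00998, and 0.00992 with the block) and 0.19 in *Mettl3* KO cells (0.0285 and 0.0265). Rnaseh2c (chromosome 19 from 5601873 to 5607019, overlapped by Kat5) fell in *Mettl14* KO cells from 296.6 and 350.0 to 196.3 and 187.0 normalized counts, a log2 fold change of -0.75 (adjusted p = 6.3e-06, and 5.9e-06 with the block), and had 0.09 in *Mettl3* KO cells (0.434 and 0.430). None of these 4 genes reached a log2 fold change of 1 in size, and on the adjusted p alone 3 passed in *Mettl14* KO cells (4 when adjusted over the 4 genes alone) and 2 in *Mettl3* KO cells (2 over the 4 genes).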

Although we have not analyzed transcription rates directly, these data suggest that there are no major differences for gene pathways involved in transcriptional regulation or heterochromatin formation between WT26/*Mettl14* and RBC/*Mettl3* ES cells.

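From the pathways without a change in Supplementary Figure S4 and the heatmaps of Supplementary Figure S5, with the caveat that transcription rates were not measured, the paper proposes that neither pair of lines differs in a major way in genes for transcriptional regulation or heterochromatin formation. In the counts, the genes called in these lists were Taf13, Supt6 and Dnmt3l in *Mettl14* KO and Polr2i, Taf9 and Dnmt3l in *Mettl3* KO cells, all of them down-regulated. As a set the heterochromatin genes were lower in *Mettl14* KO cells (FDR 0.00181), a call lost with the correlation estimated within the list.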

**Figure 3.**
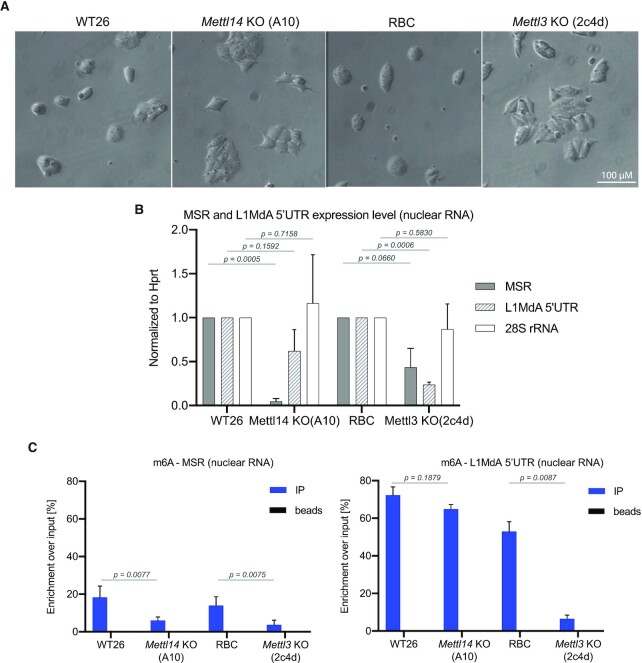
*Mettl14* and *Mettl3* mutant ES cells display reduced levels of MSR m6A RNA methylation. (**A**) Morphology of WT26, *Mettl14* KO (clone A10), RBC and *Mettl3* KO (clone 2c4d) ES cells under bright-field microscopy. Scale bar = 100 μM. (**B**) Histogram showing the expression level of MSR (grey bar), LINE L1MdA 5′UTR (hatched bar) and 28S rRNA (white bar) transcripts in WT26, *Mettl14* KO (clone A10), RBC and *Mettl3* KO (clone 2c4d) ES cells. Expression was analyzed in nuclear RNA by RT-qPCR and normalized to the expression of *Hprt* in WT26 cells. The data represent the mean ± SD from n = 3 biological replicates. (**C**) MeRIP analysis of m6A-enriched MSR (left) and LINE L1MdA 5′UTR (right) transcripts in nuclear RNA from WT26, *Mettl14* KO, RBC and *Mettl3* KO ES cells. Enrichment is calculated as the percentage of m6A-positive transcripts over the total amount of input transcripts. The data represent the mean ± SD from *n* = 4 biological replicates. For (B) and (C), statistical significance was determined by unpaired two-tailed t-test and the *P*-values are indicated.

We performed RT-qPCR to assess the expression level of hetRNA in *Mettl14* KO and *Mettl3* KO cells. A 10-fold reduction in the expression level of MSR transcripts and a 2-fold reduction for LINE L1MdA 5′UTR transcripts was observed in the *Mettl14* KO in comparison to WT26 (Figure 3B). For the *Mettl3* KO cells, expression of MSR and LINE L1MdA 5′UTR transcripts were also decreased by 2-fold (MSR) and 5-fold (LINE L1MdA 5′UTR) when compared to RBC controls (Figure 3B). We did not observe significant changes in the expression of 28S rRNA in *Mettl14* KO or *Mettl3* KO cells. We next performed m6A MeRIP on nuclear RNA from *Mettl14* KO and *Mettl3* KO cells. Importantly, for MSR transcripts, we observed a statistically significant reduction of m6A RNA enrichment in both the *Mettl14* KO and a 5-fold reduction in the *Mettl3* KO samples when compared to their WT controls (Figure 3C, left). For LINE L1MdA 5′UTR transcripts, no significant decrease in m6A RNA enrichment was detected in *Mettl14* KO, however a 10-fold reduction was observed in *Mettl3* KO samples (Figure 3C, right). This may suggest that the catalytically inactive Mettl14 could have a more restricted RNA substrate recognition profile or that the much higher m6A RNA levels of LINE L1MdA 5′UTR transcripts (as compared to MSR transcripts) could add to increased RNA stability. Despite these differences, the sum of the data indicate the involvement of the Mettl3/Mettl14 complex in m6A RNA methylation of MSR and LINE L1MdA 5′UTR transcripts in mouse ES cells.

### HiSeq RNA sequencing of m6A enriched repeat RNA reveals MSR transcripts as a novel target for Mettl3/Mettl14-mediated modification

m6A RNA modification was mostly studied on protein coding poly(A) transcripts and only recently were there reports identifying m6A on some repeat RNA (13,75) and on transcripts form endogenous retroviruses (51,52). We asked whether there is a difference in m6A RNA methylation between protein coding and non-coding transcripts and among distinct repeat classes. 

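In MeRIP, RNA fragments carrying m6A are precipitated with an antibody (IP) and set against the input RNA from before precipitation. Input and IP RNA from WT26, *Mettl14* KO (A10), RBC and *Mettl3* KO (2c4d) ES cells were sequenced in 2 biological replicates, each of 3 combined MeRIP reactions, which gave 16 libraries. The authors trimmed the reads with cutadapt 1.8.1, aligned them to GRCm38 with STAR 2.6.0c allowing up to 100 multimapping positions, and counted them with TEtranscripts 2.0.3 in its multi mode, which distributes reads over the copies of a repeat. They deposited the resulting raw counts of 47937 genes and 1153 repeat subfamilies; the library protocol was stranded, and whether reads were counted by strand is not stated in the paper's text. Totals for the replicates were 22366463 and 13181389 counts in input and 22971529 and 16239506 in IP for WT26, and 20392406 and 9394163 in input and 20796892 and 10828364 in IP for *Mettl14* KO cells. For RBC they were 19302923 and 14804156 in input and 28441282 and 14047750 in IP, and for *Mettl3* KO cells 20797521 and 11247530 in input and 22510083 and 13198951 in IP. Repeats took 25.6% to 43.3% of a library, and the feature with the most counts took 8.74% to 17.5% of an input and 3.70% to 7.91% of an IP library. The counts were scaled by DESeq2's size factors, and edgeR's quasi-likelihood test was fitted to all 16 libraries in 8 groups over the 21524 genes and 1097 repeats that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment over all of them. Enrichment was called at an adjusted p of at most 0.05 and a log2 fold change of IP over input above 1, and a change between lines at an adjusted p of at most 0.05. Whether an IP and an input library with the same number come from the same RNA is taken from the labels. Over 13662 features with a mean of at least 50 normalized counts, the deviations of same-numbered input and IP libraries from their group means had a correlation of 0.235 in WT26, 0.195 in *Mettl14* KO, 0.219 in RBC and 0.280 in *Mettl3* KO cells. Replicates 1 and 2 differed in all lines alike, in 10318 features of the IP and 210 of the input libraries, and a block on the replicate number was added after the data had been seen. The spread within groups was larger in IP (chi-square per degree of freedom 107.4 to 215.7) than in input libraries (24.1 to 71.7), and the common biological coefficient of variation of 0.273 fell to 0.235 with the pairs of input and IP as a block.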

We performed HiSeq RNA sequencing on m6A-containing transcripts that were enriched by MeRIP of nuclear RNA from WT and *Mettl14* and *Mettl3* KO cells (see Materials and methods). We could confirm that the highest percentage of called m6A peaks were present within the 3′UTR of protein coding poly(A) transcripts in both WT26 (34.1% of all peaks) and RBC (40.7% of all peaks) cells (Supplementary Figure S6A). Motif analysis of the m6A peaks within the 3′UTR identified the previously described RRACH motif (34,35). While the percentage of m6A peaks in 3′UTR of protein-coding transcripts was reduced to 24.7% in *Mettl3* KO ES cells, there was no major change for overall m6A peak calling in the 3′UTR of protein-coding transcripts from *Mettl14* KO cells (Supplementary Figure S6B). However, the intensity of these called m6A 3′UTR peaks was also reduced in the *Mettl14* KO RNA data sets (Supplementary Figure S7).

We then analyzed m6A peak calling of transcripts that fall within the main repeat classes. In the mouse transcriptome, short interspersed nuclear elements (SINE) are the most abundant class of repeat transcripts (≥ 3 million reads), followed by LINE transcripts, long terminal repeats (LTR)/endogenous retroviruses (ERV) (both > 1 million reads) and satellite repeat transcripts (Figure 4A). m6A enrichment was not detected for SINE and LTR/ERV transcripts, and for LINE transcripts was only apparent in WT26 sample. 

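For the class totals, the counts of all subfamilies of a class were summed and tested beside the genes, 21538 features in all. Input libraries of WT26 held 3341245 ± 131905 normalized counts (SD, n = 2) of SINE, 1680911 ± 24804 of LTR, 1593385 ± 20019 of LINE and 61180 ± 8709 of satellite transcripts. SINE transcripts had lower counts in IP than in input in every line, with log2 fold changes of -1.45 in WT26 (adjusted p = 0.0531), -1.21 in *Mettl14* KO (0.108), -1.31 in RBC (0.0800) and -0.75 in *Mettl3* KO cells (0.396). LTR transcripts had log2 fold changes of -0.87 (adjusted p = 0.131), -0.85 (0.154), -0.79 (0.179) and -0.55 (0.451) in the same order. LINE transcripts in WT26 rose from 1593385 ± 20019 normalized counts in input to 2238247 ± 764519 in IP, a log2 fold change of 0.49 (standard error 0.429, adjusted p = 0.390), and the IP replicates of 1697650 and 2778843 counts differed by more than this rise. The log2 fold change of LINE transcripts was 0.02 in *Mettl14* KO (adjusted p = 0.983), 0.03 in RBC (0.965) and -0.16 in *Mettl3* KO cells (0.856). Size factors taken from the repeats alone moved the classes most: LINE class enrichment, WT26, was then 1.99 (adjusted p = 0.011) and LINE class enrichment, RBC, 1.35 (adjusted p = 0.0448), with adjusted p values from 0.011 to 0.644 and from 0.0448 to 1 over the alternatives. Under that scaling the median log2 fold change of all features in WT26 was 1.46, against 0.02 with size factors from all features.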

Although least abundant (<50 000 reads), satellite RNA displays consistent m6A enrichment over input in both the WT26 and RBC samples (Figure 4A, right panel). 

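Satellite transcripts rose from 61180 ± 8709 normalized counts in input to 156048 ± 26122 in IP in WT26 (SD, n = 2), a log2 fold change of 1.35 (standard error 0.313, adjusted p = 0.0101 in edgeR). In RBC they rose from 53709 ± 8023 to 140511 ± 2016, a log2 fold change of 1.39 (standard error 0.313, adjusted p = 0.0110 in edgeR). *Mettl14* KO cells had 55717 ± 8739 in input and 105330 ± 5384 in IP (log2 fold change 0.92, adjusted p = 0.0479, under the limit on the fold change), and *Mettl3* KO cells 52659 ± 7753 and 109188 ± 22083 (1.05, adjusted p = 0.0631). With input and IP paired, Satellite class enrichment, WT26, was 1.35 (adjusted p = 0.0141), Satellite class enrichment, RBC, 1.40 (0.0160), Satellite class enrichment, Mettl14 KO, 0.93 (0.0431) and Satellite class enrichment, Mettl3 KO, 1.05 (0.0633). A change in satellite enrichment was not detectable in either knockout, with a log2 fold change of -0.43 (adjusted p = 1) in *Mettl14* KO and -0.34 (0.866) in *Mettl3* KO cells. With only the libraries compared in the fit, neither control line was called, with an adjusted p of 0.0569 in WT26 and 0.0823 in RBC, the highest over the alternatives, whose lowest were 3.0e-06 and 1.8e-06. DESeq2's Wald test, scaling by library size, no filter on low counts and only the libraries compared called *Mettl3* KO cells. So did the block on the replicate number, chosen after seeing the data. Library size and size factors from repeats called *Mettl14* KO cells. MMSAT4 held 84.4% of the normalized satellite counts over the input and IP libraries of WT26, 71.8% in *Mettl14* KO, 77.5% in RBC and 68.5% in *Mettl3* KO cells, and GSAT_MM held 2.47%, 0.504%, 1.97% and 1.51%.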

As this meta-analysis may mask possible changes in m6A RNA enrichment for individual repeat subtypes in each of the main repeat classes, we also examined specific examples for LINE, IAP and LTR/ERV and satellite repeats.

**Figure 4.**
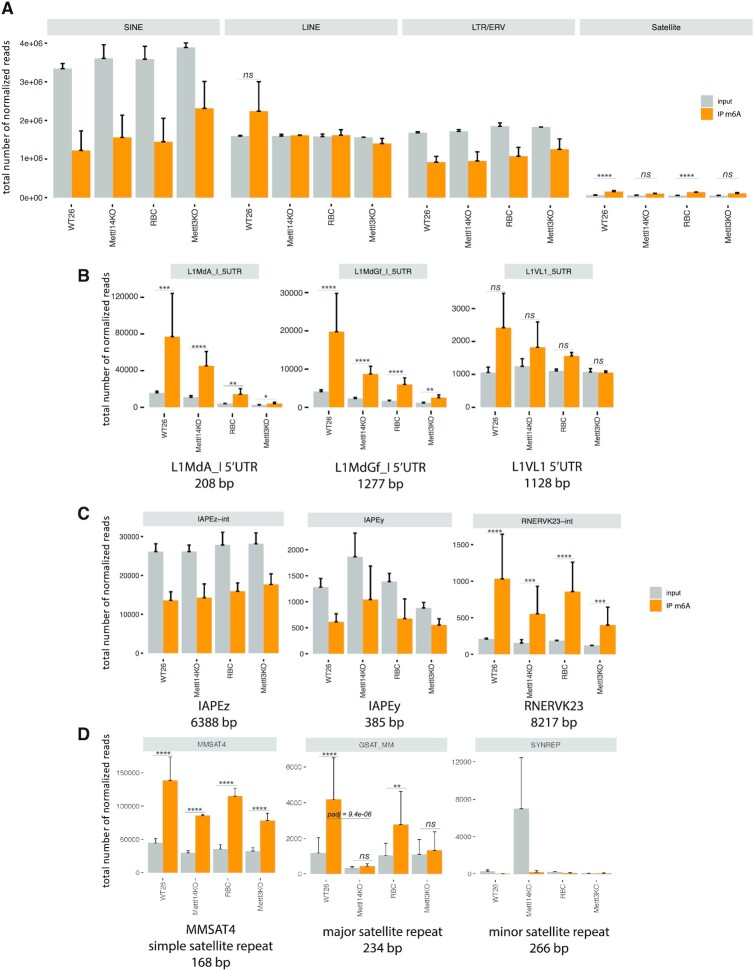
HiSeq RNA sequencing of m6A enriched RNA reveals MSR transcripts as a novel target for Mettl3/14 mediated modification. HiSeq RNA sequencing (75 bp, paired end) was performed on m6A-enriched nuclear RNA from WT26, *Mettl14* KO, RBC and *Mettl3* KO ES cells. Repeat reads were quantified by TEtranscripts algorithms (see Materials and methods) and were classified into the four main repeat classes (SINE repeats, LINE repeats, LTR/ERV retrotransposons and satellite repeats. (**A**) Bioinformatic meta-analysis showing the total number of normalized reads for each repeat class in WT26, *Mettl14* KO, RBC and *Mettl3* KO ES cells. Normalized reads are presented as input (grey bar) and m6A-IP (orange bar). Higher number of normalized reads in the m6A-IP sample over the input sample indicates m6A RNA enrichment. Statistical significance for m6A RNA enrichment (orange bar) over input (grey bar) was determined by the Wald test and *P*-values were corrected for multiple testing with the Benjamini and Hochberg method in DESeq2. Log_2_FC >1 and *P*-values ≤0.05 are considered statistically significant and are indicated by asterisks (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**B**) Bioinformatic analysis of m6A RNA enrichment for individual repeat subtypes (LINE L1MdA 5′UTR, LINE L1 MdGf 5′UTR and L1Vl1 5′UTR) within the LINE repeat class. (**C**) Bioinformatic analysis of m6A RNA enrichment for individual repeat subtypes (IAPEz-int, IAPEy and RNERVK23-int) within the LTR/ERV repeat class. (**D**) Bioinformatic analysis of m6A RNA enrichment for individual repeat subtypes (MMSAT4, major satellite repeat and minor satellite repeat) within the satellite repeat class. For panels B, C and D, statistical significance between WT26/*Mettl14* KO and RBC/*Mettl3* KO samples was determined. While most of the differences were not within a statistically significant range (adjusted *P*-values not indicated), the WT26/*Mettl14* KO comparison of MSR transcripts (middle of panel D) is highly significant with an adjusted *P*-value of 9.4e–06. The HiSeq RNA data presented in this Figure were only done for *n* = 2 biological replicates and show the mean ± SD.

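The LINE subfamilies L1Md_A and L1Md_Gf were counted over their whole length, and parts of an element such as the 5′UTR were not analysed here. L1Md_A had 76302.1 ± 7459.5 normalized counts in input and 313118 ± 182287.1 in IP of WT26 (SD, n = 2), a log2 enrichment of 2.04 (standard error 0.400, adjusted p = 0.00711 in edgeR). Its enrichment was 1.64 in *Mettl14* KO (adjusted p = 0.0157), 1.31 in RBC (0.0302) and 0.60 in *Mettl3* KO cells (0.363, not called). L1Md_Gf had 11518 ± 653.5 normalized counts in input and 58089.7 ± 25511.2 in IP of WT26, a log2 enrichment of 2.33 (standard error 0.395, adjusted p = 0.00536 in edgeR), and 1.93 (0.0102) in *Mettl14* KO, 2.06 (0.00879) in RBC and 1.38 (0.0599, not called) in *Mettl3* KO cells. With input and IP paired, the adjusted p of L1Md_A was 0.0156, 0.0271, 0.0434 and 0.364 in WT26, *Mettl14* KO, RBC and *Mettl3* KO cells, and that of L1Md_Gf 0.0144, 0.0234, 0.0192 and 0.109. The block on the replicate number, chosen after seeing the data, called L1Md_Gf in *Mettl3* KO cells (log2 enrichment 1.30, adjusted p = 9.7e-06 in edgeR). L1Md_A stayed under the limit on the fold change there (0.59, adjusted p = 0.0105). Relative to the control line, IP counts of L1Md_A were at 57.4% in *Mettl14* KO and 48.4% in *Mettl3* KO cells (adjusted p = 0.458 and 0.145 in edgeR). Its input counts were at 75.8% and 79.5%. IP counts of L1Md_Gf were at 39.4% (0.145) and 34.9% (0.0479, called), and its input counts at 52.1% and 55.8%. With the block on the replicate number, IP counts of both subfamilies were called lower in both knockouts. The adjusted p was 0.0115 and 3.4e-04 for L1Md_A and 3.8e-05 and 2.5e-06 for L1Md_Gf. Input counts were then called lower for L1Md_Gf (9.6e-04 and 0.00188) and not for L1Md_A (0.166 and 0.236). The change in enrichment was -0.40 (adjusted p = 1) in *Mettl14* KO and -0.72 (0.854) in *Mettl3* KO cells for L1Md_A, and -0.40 (1) and -0.68 (0.854) for L1Md_Gf, so that a change was not detectable at this depth and number of replicates. In the paired fit these changes were -0.29 (1), -0.69 (0.776), -0.35 (1) and -0.75 (0.776). Among all repeats 18 were enriched in WT26, 9 in *Mettl14* KO, 20 in RBC and 1 in *Mettl3* KO cells (17, 9, 17 and 0 in the paired fit, with 7 repeats at an unadjusted p under the limit in *Mettl3* KO cells). The choices that moved these numbers most were size factors from the repeats alone, set before the data were examined, with 105, 71, 93 and 5 enriched repeats, and a DESeq2 fit on the repeats alone, chosen after seeing the data, with 104, 78, 94 and 38. The largest enrichments shared by WT26 and RBC among repeats with at least 50 mean normalized counts were those of L1Md_Gf, RNERVK23-int and L1Md_T (log2 enrichment of 2.18 in WT26 and 1.83 in RBC).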

LINE L1MdA 5′UTR (≈75 000 reads in WT26) and L1MdGf 5′UTR (≈20,000 reads in WT26) repeat transcripts showed m6A enrichment over input, and this m6A enrichment was modestly decreased in *Mettl14* KO or reduced by >50% in *Mettl3* KO RNA samples (Figure 4B). By contrast, LINE L1VL1 5′UTR (around 2000 reads in WT26) RNA has only a statistically non-significant m6A enrichment over input (Figure 4B). 

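The whole subfamily L1VL1 had 4916.8 ± 681.6 normalized counts in input and 9333.2 ± 2628.1 in IP of WT26 (SD, n = 2), a log2 enrichment of 0.92 (standard error 0.281, adjusted p = 0.0250 in edgeR), under the limit on the fold change. In *Mettl14* KO, RBC and *Mettl3* KO cells the log2 enrichment was 0.64 (adjusted p = 0.102), 0.56 (0.140) and 0.60 (0.199). The paired fit gave 0.90 (adjusted p = 0.0374), 0.65 (0.108), 0.52 (0.172) and 0.60 (0.203) and called L1VL1 in none of the lines.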

For the IAP and ERV/LTR repeat class, we did not observe m6A enrichment over input for IAPEz-int (intact) and IAPEy (solitary LTR) transcripts, although there are 12 000 IAPEz reads and 500 IAPEy reads in RNA samples from WT26 cells (Figure 4C). 

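IAPEz-int had 26141.8 ± 2007.3 normalized counts in input and 13586.7 ± 2210.5 in IP of WT26 (SD, n = 2), a log2 fold change of -0.94 (standard error 0.273, adjusted p = 0.0207 in edgeR). In *Mettl14* KO, RBC and *Mettl3* KO cells the log2 fold change was -0.87 (adjusted p = 0.0339), -0.81 (0.0426) and -0.67 (0.145). IAPEy-int had 1281 ± 167.0 normalized counts in input and 613.4 ± 156.3 in IP of WT26, a log2 fold change of -1.06 (standard error 0.420, adjusted p = 0.0672), and the separate subfamily of solitary LTRs, IAPEY_LTR, had a log2 fold change of -0.39 (adjusted p = 0.344). None of these 3 subfamilies was enriched in any of the 4 lines. With input and IP paired, the log2 fold change in WT26 was -0.95 for IAPEz-int (adjusted p = 0.0418), -1.08 for IAPEy-int (0.0314) and -0.41 for IAPEY_LTR (0.279). With size factors from the repeats alone the direction reversed, to 0.42 for IAPEz-int enrichment, WT26 (adjusted p = 0.148), 0.28 for IAPEy-int enrichment, WT26 (0.448), and 0.95 for IAPEY_LTR enrichment, WT26 (0.0127), still at a log2 fold change under 1. Over the alternatives the adjusted p of IAPEz-int in WT26 lay between 4.5e-06 and 0.272.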

In total RNA preparations IAPEz and IAPEy LTR RNA transcripts were recently shown to be m6A methylated by the Mettl3/Mettl14 complex (51,52). Another ERV, RNERVK23-int (1,000 reads in WT26) displays m6A RNA enrichment over input with an observed 2-fold reduction in *Mettl14*- or *Mettl3*-KO RNA samples (Figure 4C). 

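RNERVK23-int had 210.8 ± 10.3 normalized counts in input and 1032.8 ± 609.3 in IP of WT26 (SD, n = 2), a log2 enrichment of 2.29 (standard error 0.532, adjusted p = 0.0106 in edgeR). Its enrichment was 1.84 (adjusted p = 0.0293) in *Mettl14* KO, 2.19 (0.0148) in RBC and 1.72 (0.0818, not called) in *Mettl3* KO cells. IP counts were at 53.6% of WT26 in *Mettl14* KO and at 46.6% of RBC in *Mettl3* KO cells, and input counts at 73.6% and 64.7%. The change in enrichment was -0.45 (standard error 0.761, adjusted p = 1) and -0.48 (standard error 0.764, adjusted p = 0.879), smaller than its standard error in both knockouts. In the paired fit the enrichment was 2.15 (adjusted p = 0.0144), 1.67 (0.0285), 2.11 (0.0180) and 1.56 (0.0743) in WT26, *Mettl14* KO, RBC and *Mettl3* KO cells, and the change -0.48 (1) and -0.55 (0.785). The block on the replicate number, chosen after seeing the data, called RNERVK23-int in *Mettl3* KO cells (log2 enrichment 1.57, adjusted p = 2.1e-05 in edgeR).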

For satellite repeats, the simple satellite MMSAT4 shows >140 000 RNA reads in WT26 and this m6A enrichment over input is reduced in RNA samples from *Mettl14* and *Mettl3* KO cells (Figure 4D). 

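MMSAT4 had 44585.7 ± 6472.9 normalized counts in input and 138674.1 ± 35050 in IP of WT26 (SD, n = 2), a log2 enrichment of 1.64 (standard error 0.305, adjusted p = 0.00629 in edgeR). It was enriched in *Mettl14* KO (1.52, adjusted p = 0.00952), in RBC (1.70, 0.00728) and in *Mettl3* KO cells (1.27, 0.0348), where it was the 1 repeat subfamily called. IP counts were at 61.8% of WT26 in *Mettl14* KO and at 68.1% of RBC in *Mettl3* KO cells, and input counts at 67.2% and 91.3%. The change in enrichment was -0.12 (standard error 0.431, adjusted p = 1) in *Mettl14* KO and -0.42 (standard error 0.431, adjusted p = 0.854) in *Mettl3* KO cells. With input and IP paired, the enrichment of 1.62 (adjusted p = 0.0155), 1.52 (0.0230), 1.70 (0.0181) and 1.27 (0.0692) was no longer called in *Mettl3* KO cells, and the change was -0.10 (1) and -0.43 (0.788). The block on the replicate number, chosen after seeing the data, kept the call of MMSAT4 in *Mettl3* KO cells (log2 enrichment 1.29, adjusted p = 1.6e-05 in edgeR).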

Major satellite repeat transcripts (annotated as GSAT_MM) are ≈ 4-fold enriched over input and display around 4000 m6A-positive reads in WT26. 

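GSAT_MM had 1794.6 and 579.9 normalized counts in the input replicates of WT26 (mean 1187.3 ± 858.9, SD, n = 2) and 5834.1 and 2530.5 in IP (4182.3 ± 2336). The ratio of IP to input was 3.25 in replicate 1 and 4.36 in replicate 2, and 3.52 between the means. In RBC the replicates had 1532.2 and 564.2 normalized counts in input and 4097.2 and 1466.5 in IP, with ratios of 2.67 and 2.60. The log2 enrichment was 1.81 in WT26 (standard error 0.731, adjusted p = 0.0759 in edgeR) and 1.41 in RBC (standard error 0.732, adjusted p = 0.161 in edgeR), and neither was called, since the replicates of each group differed about as much as input and IP. With input and IP paired by replicate, both were called, with a log2 enrichment of 1.91 in WT26 (adjusted p = 0.00356) and 1.40 in RBC (0.0136). Over the alternatives the adjusted p lay between 3.1e-07 and 0.137 in WT26 and between 7.4e-05 and 0.265 in RBC, and the log2 enrichment between 1.78 and 3.06 and between 1.40 and 2.46. The copies of GSAT_MM are near-identical, so a read is counted for the subfamily as a whole and not for a copy or a chromosome.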

The m6A enrichment for major satellite repeat transcripts is significantly decreased in *Mettl14* (log_2_ fold change >1, adjusted *P*-value = 9.4e–06) and reduced by half in *Mettl3* KO samples (Figure 4D). 

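In *Mettl14* KO cells GSAT_MM had 408.0 and 309.4 normalized counts in input (mean 358.7 ± 69.8, SD, n = 2) and 551.3 and 355.7 in IP (453.5 ± 138.3), with ratios of 1.35 and 1.15. *Mettl3* KO cells had 1694.8 and 536.3 in input (1115.6 ± 819.2) and 2071 and 596.3 in IP (1333.6 ± 1042.7), with ratios of 1.22 and 1.11. The log2 enrichment was 0.34 in *Mettl14* KO (adjusted p = 0.758) and 0.26 in *Mettl3* KO cells (0.859), and 0.32 (0.279) and 0.22 (0.522) with input and IP paired. In both replicates of both knockouts the ratio of IP to input was lower than in either replicate of the control line. The change in enrichment was -1.48 on the log2 scale in *Mettl14* KO against WT26 (standard error 1.05, adjusted p = 1 in edgeR) and -1.15 in *Mettl3* KO against RBC (standard error 1.04, adjusted p = 0.854 in edgeR), and -1.59 (standard error 0.3045, adjusted p = 1) and -1.18 (standard error 0.3015, adjusted p = 0.776) in the paired fit. Before adjustment over all features, the paired edgeR fit gave a p of 4.9e-04 in *Mettl14* KO and 0.00334 in *Mettl3* KO cells, and the unpaired edgeR fit 0.182 and 0.286. IP counts alone were at 10.8% of WT26 in *Mettl14* KO cells, a log2 fold change of -3.20 (standard error 0.735, adjusted p = 0.0755), and at 47.9% of RBC in *Mettl3* KO cells (-1.06, standard error 0.731, adjusted p = 0.404). Input counts were at 30.2% of WT26 in *Mettl14* KO cells (log2 fold change -1.72, adjusted p = 0.436) and at 106.4% of RBC in *Mettl3* KO cells (0.09, adjusted p = 0.988). The fall of the input in *Mettl14* KO cells was called without a filter on low counts (-1.72, adjusted p = 2.3e-05) and with the block on the replicate number, chosen after seeing the data (-1.55, adjusted p = 0.00316), and its adjusted p lay between 2.3e-05 and 0.9985 over the alternatives. A block of input and IP pairs could not be fitted to IP counts compared between lines, and the block on the replicate number, chosen after seeing the data, gave -3.11 in *Mettl14* KO (adjusted p = 7.3e-06) and -1.12 in *Mettl3* KO cells (0.00356). Same-numbered IP libraries of *Mettl14* KO and WT26 cells had deviations with a correlation of 0.782 across features, and those of *Mettl3* KO and RBC cells one of 0.612. The adjusted p of the IP level lay between 7.1e-25 and 0.173 over the alternatives for *Mettl14* KO and between 0.00356 and 0.488 for *Mettl3* KO cells. Among all 22621 features 0 changed in enrichment in either knockout, with 126 at an unadjusted p under the limit in *Mettl14* KO and 787 in *Mettl3* KO cells. The paired fit called 1 gene in *Mettl14* KO cells, Gm10801 (log2 change -4.99, adjusted p = 0.00668), named here after its value had been seen, and 0 in *Mettl3* KO cells (155 and 928 at an unadjusted p under the limit). Whether Gm10801 shares reads with satellite repeats was not tested. In simulated libraries with this depth, 200 features with a mean of at least 50 normalized counts were changed 4-fold. Of these, edgeR recovered 62 of the changes in enrichment (31%) and 172 of the enrichments (86%). Every simulated feature had the common biological coefficient of variation, and there was no replicate effect. These shares are therefore not the power in the real libraries.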

Notably, A/T-rich minor satellite repeat transcripts (SYNREP), despite their high A content (>43% A-rich) and vast derepression in the *Mettl14* KO A10 clone, are not enriched for m6A RNA methylation (Figure 4D).

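SYNREP_MM had 199.6 and 446.7 normalized counts in the input replicates of WT26 and 10841.7 and 3135.8 in those of *Mettl14* KO cells, a log2 fold change of 4.45 (standard error 0.643, adjusted p = 0.0208 in edgeR). Its input level in *Mettl3* KO cells was at 44.2% of RBC, and the difference between the knockouts in this change was 5.62 (adjusted p = 0.0405). With a block on the replicate number, the rise in *Mettl14* KO cells was 4.35 (adjusted p = 1.5e-04), and over the alternatives its adjusted p lay between 2.4e-33 and 0.0936. IP counts were lower than input counts in every line, with log2 fold changes of -2.75 in WT26 (adjusted p = 0.0133), -4.99 in *Mettl14* KO (0.00379), -1.0015 in RBC (0.260) and -0.30 in *Mettl3* KO cells (0.815). The paired fit gave -2.64 (adjusted p = 0.0105), -5.11 (8.7e-04), -1.08 (0.0494) and -0.40 (0.513). With size factors from the repeats alone the direction reversed in RBC (SYNREP_MM enrichment, RBC: 0.12, adjusted p = 0.877) and in *Mettl3* KO cells (SYNREP_MM enrichment, Mettl3 KO: 0.32, adjusted p = 0.741).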

Although we observed significant differences for m6A RNA enrichment between the four main repeat classes and considerable variability among distinct repeat subtypes, the data suggest that some nuclear LINE 5′UTR, ERV-type, and major satellite repeat transcripts are enriched for m6A RNA methylation. In addition, m6A RNA methylation of major satellite repeat transcripts is dependent on Mettl14 and/or Mettl3 function.

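Of the 1097 repeats tested, 15 were enriched in both WT26 and RBC, 9 in both WT26 and *Mettl14* KO, and 1 in all 4 lines, MMSAT4. At the same thresholds 639 repeats had lower counts in IP than in input in WT26, 473 in *Mettl14* KO, 506 in RBC and 26 in *Mettl3* KO cells, with a median log2 fold change of all repeats of -1.29, -1.10, -1.15 and -0.68. This balance depends on the scaling, since DESeq2 on the repeats alone of the 4 libraries of a line, chosen after seeing the data, called 9, 7, 9 and 2 repeats lower and 104, 78, 94 and 38 higher in IP. Among genes, 3254 were enriched in WT26, 2683 in *Mettl14* KO, 3010 in RBC and 574 in *Mettl3* KO cells (3260, 2570, 2975 and 502 in the paired fit). While it describes differences between the repeat classes and variable subtypes, the paper proposes that some LINE 5′UTR, ERV-type and major satellite repeat transcripts in the nucleus carry m6A.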

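The test of the difference between the knockouts in the change of GSAT_MM enrichment gave -0.32 on the log2 scale (standard error 1.47, adjusted p = 1 in edgeR). For IP counts of all features, 78 genes rose and 159 fell in *Mettl14* KO and 220 rose and 792 fell in *Mettl3* KO cells, with 5 and 11 repeats changed, GSAT_MM not among them. With the block on the replicate number, chosen after seeing the data, GSAT_MM was lower in both (adjusted p = 7.3e-06 and 0.00356, within 7.1e-25 to 0.173 and 0.00356 to 0.488 over the alternatives), with 100 repeats up and 31 down in *Mettl14* KO and 615 up and 45 down in *Mettl3* KO cells. The balance of repeats depends on the scaling, since the median log2 fold change of repeats in IP was 0.28 and 0.55 under the scaling used, and DESeq2 on the repeats alone, also chosen after seeing the data, called 2 up and 9 down in *Mettl14* KO and 0 up and 19 down in *Mettl3* KO cells. With each replicate left out in turn, the change in GSAT_MM enrichment lay between -1.79 and -1.36 in *Mettl14* KO and between -1.25 and -1.11 in *Mettl3* KO cells. The paper states that m6A on major satellite repeat transcripts depends on Mettl14 and/or Mettl3. Its other evidence, MeRIP with RT-qPCR in both knockouts and methylation assays in vitro, was not analysed here.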

### Impaired chromatin association of MSR transcripts in *Mettl14* and *Mettl3* KO ES cells

Previous reports have shown that MSR transcripts are structural components of mouse heterochromatin (8) and facilitate recruitment of heterochromatin proteins, such as HP1α (9) or Suv39h2 (7). To examine if reduced m6A RNA modification of MSR transcripts will impair heterochromatin integrity, we analyzed DAPI-dense foci, H3K9me3 and HP1α by immunofluorescence in *Mettl14* KO and *Mettl3* KO ES cells (Supplementary Figure S8A). We did not observe apparent changes when compared to WT26 and RBC cells. We also performed a MSR-specific H3K9me3 ChIP, which did not reveal differences in H3K9me3 accumulation (Supplementary Figure S8B).

Another important characteristic of MSR transcripts, which allows for the formation of a RNA-nucleosome scaffold and heterochromatic retention of the Suv39h2 KMT, is that they are mostly chromatin-associated (7). To test whether depletion of Mettl14 or Mettl3 would alter the association of hetRNA to chromatin, we isolated RNA from cytoplasmic, nucleoplasmic, and chromatin fractions, followed by RT-qPCR that probes for MSR and LINE L1MdA 5′UTR. Whereas nearly all MSR repeat transcripts are detected in the chromatin fraction of WT26 and RBC cells, their chromatin association is decreased in *Mett14* KO and *Mettl3* KO cells, such that around 10% of MSR RNA is now found in the nucleoplasmic fraction (Figure 5A, left). LINE L1MdA 5′UTR RNA has a subpopulation (10–20%) of transcripts in the nucleoplasm of WT26 and RBC cells and this distribution between nucleoplasm and chromatin did not considerably change in *Mett14* KO and *Mettl3* KO cells (Figure 5A, right). In addition to the illustration with pie charts, we also quantified the data in histograms and controlled the subcellular fractionation by including transcript analysis for *Gapdh* (cytoplasmic and nucleoplasmic) and *Hprt* (mostly nucleoplasmic) (Supplementary Figure S9A). Chromatin-associated MSR transcripts are modestly reduced in both *Mettl14* and *Mettl3* samples as compared to WT26 and RBC and there is a concurrent and statistically significant increase for nucleoplasmic MSR transcripts (Supplementary Figure S9B). This increase in nucleoplasmic RNA is not observed for LINE L1MdA 5′UTR or *Gapdh* or *Hprt* transcripts.

**Figure 5.**
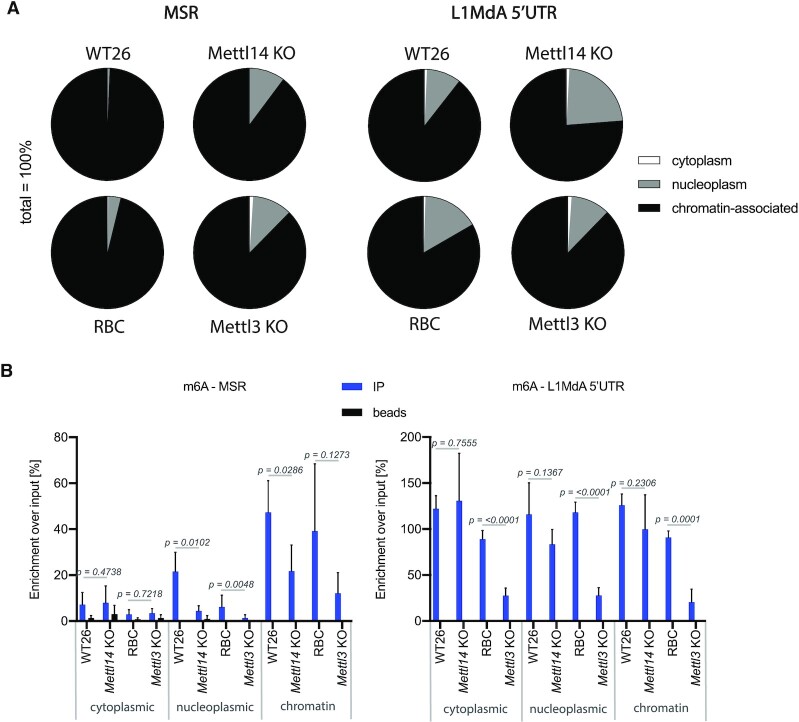
Impaired chromatin association of MSR transcripts in *Mettl14* and *Mettl3* mutant ES cells. (**A**) Pie charts showing the distribution of MSR and LINE L1MdA 5′UTR transcripts in cytoplasmic (white), nucleoplasmic (grey) and chromatin (black) fractions of WT26, *Mettl14* KO, RBC and *Mettl3* KO ES cells. RNA was isolated from each of the subcellular fractions and MSR and LINE L1MdA 5′UTR transcripts were quantified by RT-qPCR. The relative abundance of transcripts in each subcellular fraction is displayed as the percentage of the sum of transcripts in all three subcellular fractions (100%). The data represent the mean from *n* = 3 biological replicates. (**B**) Histogram showing the m6A MeRIP enrichment for m6A-positive MSR (left) and LINE L1MdA 5′UTR (right) transcripts in RNA from cytoplasmic, nucleoplasmic and chromatin fractions of WT26, *Mettl14* KO, RBC and *Mettl3* KO ES cells. The data represent the mean ± SD from *n* = 4 biological replicates and are normalized to the input of each fraction. Statistical significance was determined by unpaired two-tailed t-test and the *P*-values are indicated.

We next performed m6A MeRIP on RNA isolated from the three subcellular fractions. We find that m6A-positive MSR RNA is primarily detected in the chromatin fraction from WT26/RBC samples. The m6A MSR RNA signals in the chromatin fraction are significantly reduced in *Mettl14* KO and also decreased in *Mettl3* KO samples (Figure 5B, left). In addition, there is a gradual decline of m6A-positive MSR transcripts in the nucleoplasmic and cytoplasmic fractions. By contrast, m6A LINE L1MdA 5′UTR RNA is detected to similar levels in all three subcellular fractions. Although there are significantly less m6A-positive LINE L1MdA 5′UTR transcripts in the *Mettl3* KO subcellular fractions, this is not apparent in the *Mettl14* KO samples (Figure 5B, right). These data suggest that m6A RNA methylation status is not discriminating the distribution of m6A-positive LINE L1MdA 5′UTR transcripts within chromatin, nucleoplasm or cytoplasm.

Together, these results indicate that chromatin association of MSR RNA is modestly reduced in the *Mettl14* KO and *Mettl3* KO ES cells. In addition, m6A RNA methylation appears to impart a selective function to MSR transcripts in stabilizing their chromatin association.

### Reduced RNA:DNA hybrid formation of MSR transcripts in *Mettl14* and *Mettl3* mutant ES cells

A high proportion of MSR transcripts form RNA:DNA hybrids which are RNase H-sensitive (7). We therefore examined whether m6A RNA methylation could contribute to RNA:DNA hybrid formation of MSR or LINE L1MdA 5′UTR transcripts. Nucleic acids from the chromatin-associated fraction of WT26/RBC and of *Mettl14*/*Mettl3* KO ES cells were either left untreated or treated with RNase H at the same temperature (37°C), and were probed for MSR and LINE L1MdA 5′UTR RNA in RT-qPCR (Figure 6A). RNase H digestion reduced the signal for MSR RNA in all samples (Figure 6A, left). This stringent RNase H sensitivity was attenuated for LINE L1MdA 5′UTR transcripts and not apparent in the *Mettl14* KO samples (Figure 6A, right).

**Figure 6.**
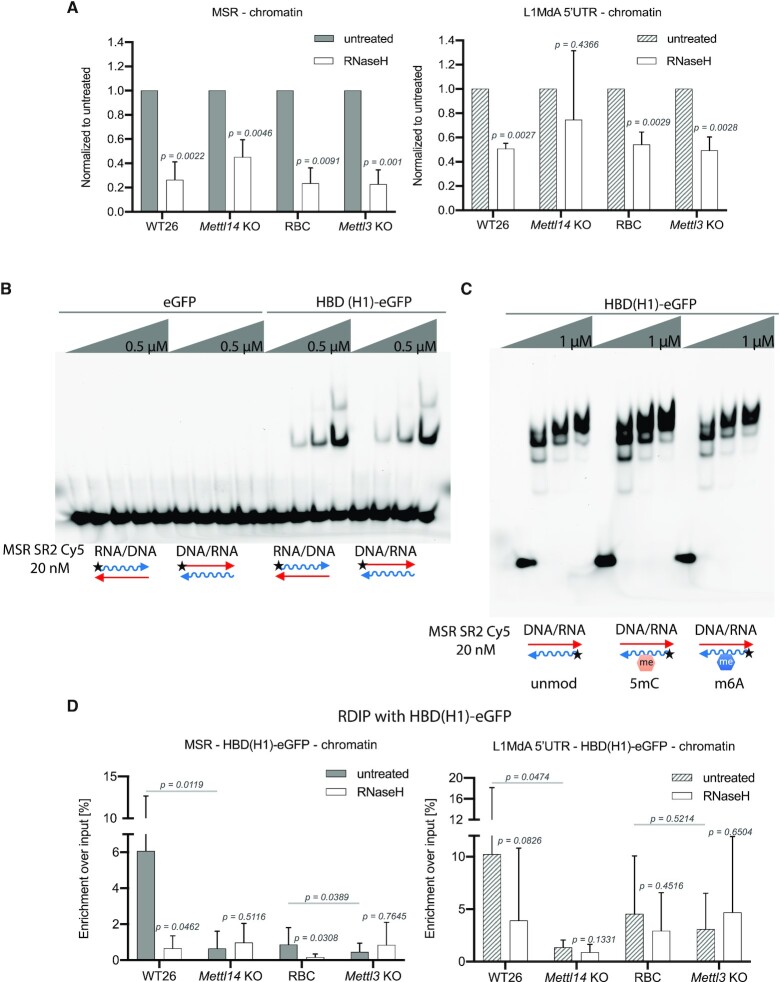
Reduced RNA:DNA hybrid formation of MSR transcripts in *Mettl14* and *Mettl3* mutant ES cells. (**A**) Histogram displaying RNase H sensitivity of chromatin-associated, phenol/chloroform extracted nucleic acids (NA) from WT26, *Mettl14* KO, RBC and *Mettl3* KO ES cells. NA were either untreated (grey or hatched bars) or incubated for 2 h at 37°C with RNase H (NEB) (white bars) and analyzed by RT-qPCR to detect MSR (left) and LINE L1MdA 5′UTR (right) RNA:DNA hybrids. The data represent the mean ± SD from *n* = 4 biological replicates and are normalized to the untreated input in each sample. Statistical significance between untreated and RNase H treated samples was determined by paired two-tailed t-test and the *P*-values are indicated. There are no statistically significant changes for RNase H treated samples between WT26 and *Mettl14* KO or RBC and *Mettl3* KO. (**B**) Electrophoretic mobility shift assay (EMSA) with recombinant eGFP or HBD(H1)-eGFP and RNA:DNA hybrids that were generated by annealing ssRNA (35 nt) or ssDNA oligonucleotides (35 nt) from MSR subrepeat 2. (**C**) EMSA as in (B) with HBD(H1)-eGFP and RNA:DNA hybrids that contain unmodified (unmod) or 5mC modified (5mC) or m6A modified (m6A) RNA oligonucleotides. (**D**) Histogram showing RDIP (using HBD(H1)-eGFP) of chromatin-associated, phenol/chloroform extracted NA from WT26, *Mettl14* KO, RBC and *Mettl3* KO ES cells. Prior to the enrichment with HBD(H1)-eGFP, NA were either untreated (grey or hatched bars) or incubated for 2 h at 4°C with RNase H (Roche) (white bars). MSR (left) and LINE L1MdA 5′UTR (right) RNA:DNA hybrids were detected by RNA amplification using RT-qPCR. The data are calculated as percentage of HBD(H1)-eGFP enriched signal compared to the input signal in each sample. The data represent the mean ± SD from *n* = 5 biological replicates. Statistical significance between untreated and RNase H treated samples was determined by paired two-tailed t-test and the *P*-values are indicated. Statistical significance between untreated WT and untreated mutant samples was determined by unpaired two tailed t-test and the p-values are indicated.

To directly examine RNA:DNA hybrids, we extended the analysis to RNA:DNA hybrid immunoprecipitation (RDIP). There are several described methods to detect RNA:DNA hybrids, but none of them are error-free (22). Thus, we explored a recombinant hybrid-binding domain (HBD) from mouse RNase H1 that we can obtain with high purity (Supplementary Figure S10B). The HBD (RNase H1) was expressed as a HBD(H1)-eGFP-tagged protein that specifically binds to RNA:DNA hybrids, while an eGFP control did not cause any shift of nucleic acids (Figure 6B, left). We also did not observe any binding of HBD(H1)-eGFP to dsDNA or dsRNA (data not shown). Importantly, EMSA performed on RNA:DNA hybrids that contain unmodified or 5mC- or m6A-methylated MSR RNA oligonucleotides displayed comparable binding, indicating that these RNA modifications on RNA:DNA hybrids do not alter the affinity of HBD(H1)-eGFP (Figure 6C).

We performed an additional quality control with chromatin-associated nucleic acids extracted from *p53^−^^/^^−^* and *p53^−^^/^^−^;Rnaseh2^−^^/^^−^* MEFs (70). RDIP with the HBD(H1)-eGFP gave an around three-fold increased signal with chromatin-associated nucleic acids from *p53^−^^/^^−^;Rnaseh2^−^^/^^−^* MEFs as compared to the *p53^−^^/^^−^* control MEFs and this signal was nearly eliminated upon RNase H treatment (Supplementary Figure S10C). This result indicates that the HBD(H1)-eGFP is a high-quality reagent to study RNA:DNA hybrids.

We then used RDIP with HBD(H1)-eGFP of chromatin-associated nucleic acids that were prepared from WT26/RBC and *Mettl14*/*Mettl3* KO ES cells. The chromatin-associated nucleic acids were probed either without or with RNase H treatment prior to the incubation with HBD(H1)-eGFP. For RNase H digestion, we used a protocol with an RNase H enzyme that allows processing of samples at 4°C, as detection of RNA:DNA hybrids by the recombinant HBD(H1)-eGFP is enhanced at 4°C (see Materials and methods). Upon enrichment with HBD(H1)-eGFP, we quantified MSR and LINE L1MdA 5′UTR RNA:DNA hybrids by RNA amplification using RT-qPCR (see also Supplementary Figure S11). MSR RNA:DNA hybrids were detected at high enrichment in chromatin-associated nucleic acids prepared from WT26 cells and, albeit to a much lesser degree, in RBC cells, and these signals were reduced in *Mettl14* KO and *Mettl3* KO samples (Figure 6D, left). RNase H treatment resulted in a decrease of RDIP signal in WT26 and RBC samples, but did not further reduce the RDIP signal in *Mettl14* KO and *Mettl3* KO samples. For LINE L1MdA 5′UTR RNA:DNA hybrids, we observed a comparable RDIP profile, although the RNase H sensitivity was less pronounced as compared to MSR RNA:DNA hybrids. In addition, the differences of LINE L1MdA 5′UTR RDIP signals are statistically significant only for the WT26/*Mettl14* KO comparison (Figure 6D, right).

We also performed RDIP with the S9.6 antibody (76) that is broadly used for the detection of RNA:DNA hybrids. The S9.6 antibody also generated high to intermediate enrichments for MSR RNA:DNA hybrids in samples from the WT26 and RBC samples that are reduced in the *Mettl14* KO but outside a significant difference in the *Mettl3* KO samples (Supplementary Figure S12B, left). With the exception of chromatin-associated nucleic acids prepared from the *Mettl14* and *Mettl3* KO cells, RNase H treatment reduced the RDIP signal in WT26 and RBC samples, although the S9.6-enriched RNA:DNA hybrids in RBC samples appear less sensitive to RNase H digestion as compared to RNA:DNA hybrids that are enriched by the HBD(H1)-eGFP (see Figure 6D, left). The S9.6 antibody is known to bind, in addition to RNA:DNA hybrids, to dsRNA (77) or even triple-helical structures (7). The detection of LINE L1MdA 5′UTR RNA:DNA hybrids with the S9.6 antibody gave only weak (below 0.5% enrichment over input) RDIP signals and there were no detectable differences between WT26/RBC and *Mettl14*/*Mettl3* mutant samples (Supplementary Figure S12B, right).

Despite this variability in the enrichment and RNAse H sensitivity of RNA:DNA hybrids by using either HBD(H1)-eGFP or the S9.6 antibody, our analysis confirms that a significant fraction of chromatin-associated MSR transcripts forms RNA:DNA hybrids. MSR RNA:DNA hybrid formation is reduced in chromatin-associated nucleic acids prepared from *Mettl14* and *Mettl3* KO ES cells, as shown in the RDIP analysis with the HBD(H1)-eGFP and from *Mettl14* KO ES cells as shown in the RDIP analysis with the S9.6 antibody. Together, these results indicate that m6A RNA modification can stabilize MSR RNA:DNA hybrids.

## DISCUSSION

m6A RNA modification has mainly been studied for its function in gene coding transcripts (34,35,39). Only a few studies have begun to analyze the role of m6A methylation in non-coding RNA (50,78–81) or in repeat RNA (13,51,52). No analysis of m6A RNA methylation of MSR repeat transcripts and on its possible role in contributing to heterochromatin stability has been described.

### MSR repeat transcripts are a novel target for m6A RNA methylation

We demonstrate that m6A is an abundant RNA modification of MSR (>20% of transcripts) and LINE L1MdA 5′UTR (>70% of transcripts) repeat RNA (Figure 1). Through a combination of *in vitro* RNA methyltransferase assays (Figure 2) and by comparing the levels of m6A-positive transcripts from WT and mutant ES cells (Figure 3), we show that the Mettl3/Mettl14 complex can target MSR repeat RNA (Figures 2 and 3C). In addition, the unbiased MeRIP-seq analysis for m6A detection in transcripts from the main four repeat classes, confirmed that MSR repeat RNA and some LINE transcript subtypes (e.g. LINE L1MdA 5′UTR) are most consistently enriched (Figure 4). This m6A MeRIP enrichment is attenuated in total RNA preparations from *Mettl14* and *Mettl3* KO ES cells. Moreover, MSR and LINE L1MdA 5′UTR transcripts decline, to variable degrees, in *Mettl14* and *Mettl3* KO ES cells (Figure 3B). This observation is in agreement with a recent study where in ES cell lines that are depleted for components of the Mettl3/Mettl14 complex, the RNA levels for some LINE subtypes decrease, while other repeat transcripts, such as endogenous retroviruses (ERV) are increased (51,52). A reduced level of MSR and LINE L1MdA 5′UTR repeat transcripts in cells with compromised m6A RNA modification suggests a role for m6A in stabilizing these heterochromatic RNA. A stabilizing function for m6A RNA modification was recently reported for an mRNA that is regulated by insulin-like growth factor 2 mRNA-binding proteins 1–3 (IGF2BP1–3) (82). On the other hand, most mRNA, some non-coding transcripts and ERV repeat RNA (primarily IAP retrotransposons) are destabilized by m6A methylation (13,39,51,52). These distinct m6A RNA modification patterns therefore appear to be highly context dependent. Importantly, our study focused on the analysis of RNA modification of repeat transcripts in nuclear RNA and it is possible that Mettl3/Mettl14-dependent m6A RNA methylation is targeted and/or processed differently for nuclear vs. cytoplasmic transcripts. In summary, our data reveal nuclear MSR repeat transcripts as novel targets for m6A RNA methylation and are consistent with a function of m6A to stabilize MSR repeat RNA.

The precise mechanism underlying the specificity of m6A RNA methylation by the Mettl3/Mettl14 complex is still unknown (83). The presence of the RRACH motif does not appear to be the sole prerequisite and we observed less than 50% reduction for m6A RNA methylation with MSR transcripts in which all RRACH motifs were mutated (Figure 2B). In addition, a high A content also seems to be insufficient, since minor satellite repeat transcripts (43% A-rich) are not enriched for m6A modification (Figure 4D), although they are as A/T-rich as MSR transcripts. H3K36me3 decorated chromatin was proposed to guide m6A RNA methylation to some nascent mRNA (84). We have not detected apparent differences in H3K36me3 at the MSR and minor satellite chromatin by ChIP (data not shown). It remains currently unknown whether there may be other histone modifications that could help in directing m6A RNA methylation onto distinct repeat transcripts.

Although a significant fraction of m6A-positive MSR and LINE L1MdA 5′UTR RNA is lost in *Mettl3* KO ES cells, m6A RNA modification is not fully removed from the population of these repeat transcripts (Figures 3C and 4). Therefore, other enzymes are likely to be involved in m6A RNA methylation of hetRNA. For example, METTL16 was shown to methylate adenosines in a distinct hairpin loop structure present in U6 snRNA and in MAT2A mRNA (79), METTL5 was identified as a 18S rRNA methyltransferase (81) and ZCCHC4 methylates the 28S rRNA (80).

### Possible function of m6A MSR repeat transcripts in mouse heterochromatin

The finding that a considerable fraction (i.e. around 20%) of MSR RNA is m6A-modified raised the question to its possible role in the formation and/or stabilization of heterochromatin. Based on the m6A-*Xist* paradigm (50), and as recently described for Mettl3-dependent m6A RNA methylation of IAP retrotransposon repeat transcripts (51,52), m6A-positive MSR RNA could influence binding affinities of factors involved in heterochromatin organization. In addition to Ythdf1/Ythdf2/Ythdf3, there are two nuclear proteins (Ythdc1 and Ythdc2) containing the YTH (YT521-homology) domain (85) that has been shown to directly bind to m6A RNA (86). We probed the recombinant YTH domain of Ythdc1 and Ythdc2 with several m6A modified RNA oligonucleotides but did not detect preferred affinity for m6A MSR RNA (data not shown). We also examined *in vitro* binding of HP1α (8,9) and of the basic domain of Suv39h2 (7) to m6A MSR RNA, however m6A RNA methylation did not change their RNA binding affinities (data not shown). Some hnRNPs bind to partially distorted dsRNA that occur as a result of m6A RNA methylation (78,87). IGF2BP1–3 proteins, fragile X mental retardation protein (FMRP), and proline rich and coiled-coil containing 2a (Prrc2a) were also shown to interact with m6A-modified RNA (85,88,89). Whether these or other factors (90) for m6A RNA binding could provide a heterochromatin-specific interaction with m6A-positive MSR repeat transcripts is currently unknown.

MSR repeat transcripts are chromatin associated and form RNA:DNA hybrids (7). We observed that the chromatin association of MSR RNA is modestly impaired in *Mettl14* KO and *Mettl3* KO ES cells (Figure 5A). Moreover, m6A-positive MSR repeat transcripts appear to be preferably enriched in the chromatin fraction (Figure 5B and Supplementary Figure S9A). This result indicates a selective role for m6A RNA methylation of MSR repeat transcripts in enhancing their chromatin association. In addition, MSR RNA:DNA hybrid formation was also impaired in *Mettl14* and *Mettl3* KO ES cells (Figure 6D and Supplementary Figure S12B). On average, between 50–70% of chromatin-associated MSR repeat transcripts are RNase H sensitive (Figure 6A). Intriguingly, the RNase H sensitivity of HBD(H1)-eGFP-enriched repeat transcripts was more pronounced for MSR RNA:DNA hybrids as compared to LINE L1MdA 5′UTR RNA:DNA hybrids and therefore suggests another function for m6A RNA methylation in stabilizing the RNA within an MSR RNA:DNA hybrid structure. Indeed, m6A RNA methylation was described to promote R-loop formation on mRNA (91) and a recent study showed METTL3-dependent m6A RNA methylation to increase the accumulation of RNA:DNA hybrids at DNA double strand breaks (92). m6A RNA methylation favors the conversion of paired to unpaired RNA and relaxes the secondary structure of the dsRNA (78,93). MSR repeat transcripts have a distinct secondary structure with extended single-stranded regions which has been proposed to facilitate chromatin association via RNA:DNA hybrid formation (7). Our *in vitro* assays indicate that m6A-modified MSR RNA oligonucleotides have a modestly increased potential (as compared to unmodified MSR RNA oligonucleotides) to form RNA:DNA hybrids or to invade a double-stranded DNA target (Supplementary Figure S13). Thus, the additional stabilization of an unpaired MSR RNA structure by m6A RNA methylation would further augment the potential to form RNA:DNA hybrids and strengthen the function of MSR repeat RNA at mouse heterochromatin.

Several studies have implicated phase separation as one of the mechanisms to modulate heterochromatin organization (94,95), and m6A modified RNA was recently shown to enhance the ability of some RNA/protein complexes to phase separate (96). Although other models for dynamic transitions between distinct heterochromatic states have also been reported (97), we have not explored, if, or to what extent, m6A RNA methylation of MSR repeat transcripts could contribute to a more relaxed or compact heterochromatin structure. We have analyzed HP1α localization and H3K9me3 accumulation, but did not find apparent changes between WT26/RBC and *Mettl14* and *Mettl3* KO ES cells (Supplementary Figure S8). Mammalian heterochromatin is a very robust sub-nuclear compartment that is organized and protected by several independent mechanisms including DNA methylation, histone modifications, histone variant turnover, chromatin-associated non-coding RNA and its higher-order structuring into focal domains (2,98). The impairment of any one of these regulatory pathways is probably not sufficient to destabilize heterochromatin. Additional studies on a full depletion of m6A RNA methylation of MSR repeat transcripts are required to further dissect the functions of m6A MSR RNA within these other regulatory mechanisms that together maintain the integrity of mammalian heterochromatin.

## DATA AVAILABILITY

The MeRIP-seq and the RNA-seq data have been deposited to the GEO repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi), with the accession number GSE156481.

## Supplementary Material

gkab364_Supplemental_File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

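Nuclear RNA of WT26, *Mettl14* KO, RBC and *Mettl3* KO ES cells was measured by RNA-seq (8 libraries) and by MeRIP-seq (16 libraries, input and m6A IP), with 2 biological replicates in each group. The authors deposited raw counts for both: reads per gene for RNA-seq, and reads per gene and per repeat subfamily for MeRIP-seq, without normalization. For MeRIP-seq the authors trimmed reads with cutadapt 1.8.1, aligned them to GRCm38 with STAR 2.6.0c (up to 100 multimapping positions) and counted with TEtranscripts 2.0.3 and the RepeatMasker annotation of UCSC; 3 MeRIP reactions were combined per biological replicate. For RNA-seq the paper's text refers to its Supplementary methods, which were not used here, and does not itself name the aligner or the counting tool. Every column of the count tables was assigned to a sample by its label (0 columns were left over), and replicate numbers and the pairing of input with IP come from those labels.

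RNA-seq totals ranged from 11321459 to 13743181 reads over 47937 genes, of which 30626 had a count in any library and 13825 at least 10 in every library. The MeRIP-seq table held 49090 features, 47937 genes and 1153 repeat subfamilies, with totals from 9394163 to 28441282. These totals set counting error only, and with 2 replicates per group the spread between replicates limits the precision more. Of the gene identifiers 47224 had a symbol, and coordinates are those of the GENCODE annotation of GRCm38.

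Counts were analysed in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, glmQLFit and glmQLFTest), with the size factors of DESeq2 1.42.0, edgeR's filterByExpr and Benjamini-Hochberg adjustment over all tested features (17021 genes in RNA-seq, 22621 features in MeRIP-seq). Each fit used all libraries of its table, in 4 groups for RNA-seq and 8 for MeRIP-seq, so that the spread was shared. A gene changed, or a feature was enriched, at an adjusted p of at most 0.05 and a log2 fold change above 1 (in size for RNA-seq), and a level or enrichment differed between lines at an adjusted p of at most 0.05. A change in enrichment is the difference between lines of the log2 fold change of IP over input. Class totals were tested in a table of genes and summed classes with 21538 tested features and the size factors of the full table. Sets of genes were tested with camera of limma 3.58.1 (inter-gene correlation 0.01) on lists written by hand, since neither the gene ontology annotation nor the gene list of Supplementary Figure S5 was used here. A ratio between counts that one group holds at or under 3 counts in each library is given as a lower bound. Tables of positions and versions were written with Python 3.11.15.

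Genes and repeats are named when the paper names them for these experiments, when they belong to a list and were called, when they were among the 3 largest rises or falls of an RNA-seq comparison (mean of at least 50 normalized counts, no overlap between replicates), or when they were among the 3 largest enrichments called in both WT26 and RBC. MERVL-int and MT2_Mm were added for a hypothesis of the re-analysis, and any other feature is said to have been chosen after its values were seen. Some genes that these rules select are not reported here.

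These choices, the lists and most alternatives were set before the data were examined. The alternatives were DESeq2's Wald test, TMM normalization, scaling by library size, size factors from repeats, no filter on low counts, a minimum of 10 counts in every library, the adjusted p alone, only the libraries compared, adjustment over repeats only, a block on the replicate number (RNA-seq), a block on pairs of input and IP, the correlation between genes estimated per list, and leaving out each replicate. A block on the replicate number in MeRIP-seq, a block with crossed numbers in WT26, and DESeq2 on the 4 libraries of a comparison, on all features or on repeats alone, were chosen after seeing the data. Size factors were at first rescaled to a geometric mean of 1 and were set to DESeq2's own, the ones chosen before the data were examined, after values had been seen.

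The tests were tried on simulated data with 200 features changed 4-fold at the depth of these libraries. Every simulated feature had the common biological coefficient of variation of its data, and there was no replicate effect. The shares recovered are therefore not the power in the real libraries. For RNA-seq edgeR recovered 100% of them among 17021 genes, both for a change and for a difference between knockouts. For MeRIP-seq it recovered 86% of the enrichments and 31% of the changes in enrichment among 22621 features, and DESeq2 88.5% and 45%. Of 200 unchanged sets of genes, camera gave 0 at a p under 0.05.

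The authors' peak calls, their motif analysis, RT-qPCR and the 5′UTR parts of LINE elements were not analysed here.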

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

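The tests of MurSAT1, of Meg3 in the MeRIP-seq inputs and of the span of the Y-linked genes were chosen only after the result was seen.

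The change against the control line differed between the knockouts for 2379 genes in RNA-seq, by a test of the difference itself. In this count 1726 genes had log2 fold changes of opposite sign in the knockouts. If it came from the control lines alone, most of these genes would differ between RBC and WT26 too, and 741 of them (31.15%) did, against 8.98% of all tested genes, so the control lines account for part of the difference at most. Each knockout is 1 clone, and an effect of the missing gene cannot be told apart from other differences between clones. No further biological explanation was tested.

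In the MeRIP-seq inputs the change differed between the knockouts for 32 features, 30 of them genes. A fault of these libraries would not show in the separately made RNA-seq libraries, yet 24 of the 30 genes were tested there and 23 differed with the same sign (76.67% of the 30). Rian, Meg3, Mirg and MurSAT1 had among the lowest adjusted p values, and the difference of SYNREP_MM was 5.62 (adjusted p = 0.0405); these features were chosen after their values were seen. Clone and knockout cannot be told apart here either.

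MurSAT1, a satellite subfamily on which the paper does not report, rose in the input of *Mettl14* KO against WT26 cells by a log2 fold change of 9.14 (adjusted p = 5.9e-05), from 4.7 and 1.5 to 1746 and 2384.5 normalized counts, and by 6.58 in IP. It was chosen after its values were seen. Reads shared with SYNREP_MM would keep the ratio of MurSAT1 to SYNREP_MM alike between the inputs, but its highest value was 224.3 times its lowest. The lowest value, 0.00339 in replicate 2 of WT26, rests on 1.5 normalized counts of MurSAT1. The ratio was 0.0236 in replicate 1 of WT26, and 0.161 and 0.760 in *Mettl14* KO cells, where counts were higher. Since MurSAT1 rose more than SYNREP_MM, the ratio had to differ between the lines, and reads shared in part are not ruled out. Genomic DNA in the *Mettl14* KO inputs would raise the abundant satellites as well, but GSAT_MM had a log2 fold change of -1.72 there (30.2% of WT26) and MMSAT4 was at 67.2% of WT26, so genomic DNA does not account for it, although SYNREP_MM rose by 4.45 (adjusted p = 0.0208). The same-numbered log2 ratios were 8.256 and 9.89, and since a batch shared by same-numbered libraries cancels in them, they hold no test of such a batch. The rise recurred in the IP libraries, from 5.2 and 10.8 in WT26 to 914.5 and 563.6 normalized counts in *Mettl14* KO cells. This argues against a fault of the inputs alone. A batch between the lines that inputs and IPs share, and reads shared with other repeats or with genes, were not tested. The rise cannot be told apart from these, and no biological explanation was tested.

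L1Md_T, a LINE subfamily that the paper's text does not discuss, had a log2 enrichment of 2.18 in WT26. Reads shared with L1Md_A would give a ratio of the L1Md_T to the L1Md_A counts that is alike in all 16 libraries, and the highest was 2.583 times the lowest, over the limit of 2. Within a line the ratio ran from 2.28 to 2.74 in WT26, from 1.63 to 1.88 in *Mettl14* KO, from 2.79 to 4.21 in RBC and from 2.14 to 3.43 in *Mettl3* KO cells, and reads shared in part are not ruled out. Reads shared with other LINE subfamilies were not tested, and no biological explanation was tested.

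Meg3, which the paper does not discuss, had a log2 fold change of -7.59 in *Mettl3* KO against RBC cells in RNA-seq. A fault of the RNA-seq libraries would leave Meg3 unchanged in the MeRIP-seq inputs, where it was -8.1127. Rian (-7.17) and Mirg (-7.18) on the same stretch of chromosome 12 fell alike; both were chosen after their values were seen. A deletion around Meg3 would lower Dlk1 only where it also removed expressed copies of Dlk1, so Dlk1 cannot decide on a deletion. Dlk1 fell by 1.7967 on the log2 scale, from only 19.5 and 10.8 to 3.5 and 5.0 normalized counts. Begain (-1.18, adjusted p = 0.00516 in edgeR) and Dio3 (-1.41, adjusted p = 0.00503) lie farther out on either side. Both fell too, at low counts as well, while Wars (-0.15) and Wdr25 (0.14) did not. In WT26 Meg3 had 4039.5 and 4049.7 normalized counts and in *Mettl14* KO cells 2555.9 and 2593.3. A deletion is thus neither shown nor excluded. Silencing of the region was not tested and remains open as well.

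Eif2s3y on chromosome Y had a log2 fold change of -4.90 in RBC against WT26 cells, a comparison that the paper does not make. If most RBC cells had lost chromosome Y, all its genes would fall by alike amounts, but the genes with a mean of at least 50 normalized counts spanned 5.4584 on the log2 scale, because Gm47283 rose by 0.56. Ddx3y (-3.96) and Uty (-4.25) fell with Eif2s3y, spanning 0.942, so the test rests on Gm47283 alone, whose reads may come from a copy elsewhere, which was not tested. Loss of the chromosome can therefore not be told apart from other explanations. These genes were chosen after their values were seen.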

How the results depend on the processing

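Each alternative was run on the results it was set for, the minimum of 10 counts and the adjusted p alone in RNA-seq only and, for lists of genes, TMM normalization, the replicate block and the correlation per list. Alternatives chosen after seeing the data, as well as all tests on single features outside the paper's, are named as such. The cause was not tested for any change of a value described here.

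With the settings used throughout, RNA-seq gave 1353 genes up and 1118 down in *Mettl14* KO, 1047 up and 1265 down in *Mettl3* KO, 1528 changed in RBC against WT26 and 2379 whose change differed between the knockouts. In MeRIP-seq the IP level changed for 242 features in *Mettl14* KO and 1023 in *Mettl3* KO cells and the input level for 90 and 172, while the change in enrichment was called for 0 features in both (126 and 787 at an unadjusted p under 0.05). Enriched genes numbered 3254, 2683, 3010 and 574, and enriched repeats 18, 9, 20 and 1, in WT26, *Mettl14* KO, RBC and *Mettl3* KO cells, an order kept in what follows. A count is called moved here if it changed by more than 1.5 times, and a single value gains or loses a call at the thresholds of the tests.

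RNA-seq results kept their direction and call with only the 4 libraries compared (113 of 113 values) and with crossed numbers in WT26 as a block (13 of 13, chosen after seeing the data). With the replicate block 140 of 141 did, and 1 named gene or list lost its call. At least 10 counts in every library moved the counts to 685 up and 636 down in *Mettl14* KO, 562 up and 681 down in *Mettl3* KO, 720 between the control lines and 1546 for the difference, and left the other 71 results alike. The adjusted p alone moved them to 4336 up, 4594 down, 4296 up, 4789 down, 6619 and 7346, and 10 other results gained a call. With the correlation between genes estimated per list, 9 of 24 list results lost their call and 15 stayed.

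DESeq2's Wald test moved the genes up in *Mettl3* KO RNA-seq to 697. In MeRIP-seq it moved the changes in IP level to 581 and 1813 features, in input level to 412 and 460, the genes enriched in *Mettl3* KO to 1103 and the repeats enriched there to 4 (L1Md_Gf, MMSAT4, ORR1A0-int and RNERVK23-int). The change in enrichment in *Mettl14* KO was called for 1 feature, the gene Gm10801 (-5.10). GSAT_MM gained a call for its IP level in *Mettl14* KO (-3.20) and the satellite class for its enrichment in *Mettl3* KO cells (1.05). Of 295 results 266 stayed, and 19 others changed, 12 losing and 7 gaining a call.

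DESeq2 on the 4 libraries of a comparison was chosen after seeing the data, and has no value for the difference between the knockouts. It moved the changes in IP level in *Mettl3* KO to 625, in input level to 1021 and 1556, the genes enriched in *Mettl3* KO to 1456 and the repeats enriched there to 5. GSAT_MM gained a call for its IP level in *Mettl14* KO (-3.21), and input log2 fold changes near 0 turned negative for IAPEz-int (-0.016 in *Mettl14* KO and -0.0011 in *Mettl3* KO) and MERVL-int (-0.016 in *Mettl14* KO). Another 14 results gained a call.

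DESeq2 on the repeats alone of these 4 libraries, also chosen after seeing the data, sets the median repeat near 0 and so moved the values of nearly all repeats. Enriched repeats became 104, 78, 94 and 38, against 9, 7, 9 and 2 lower in IP. GSAT_MM gained a call for enrichment in WT26 (3.06) and RBC (2.46) and for its IP level in *Mettl14* KO (-3.41) and *Mettl3* KO (-1.65). Negative log2 enrichments turned positive for IAPEY_LTR (0.95, 0.77, 0.73 and 0.42), IAPEy-int (0.27, 0.20, 0.083 and 0.039), IAPEz-int (0.42, 0.29, 0.46 and 0.060), MT2_Mm (1.49, 0.80 and 1.11 without *Mettl3* KO), MERVL-int (0.49 in *Mettl3* KO) and SYNREP_MM (0.14 in RBC and 0.33 in *Mettl3* KO). Input changes turned negative in *Mettl14* KO for IAPEz-int (-0.11), MERVL-int (-0.11) and MT2_Mm (-0.020), and in *Mettl3* KO for GSAT_MM (-0.023), IAPEz-int (-0.066) and MERVL-int (-0.062), and IP changes did for IAPEz-int (-0.22 and -0.47). Among other results 23 gained and 1 lost a call.

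TMM normalization moved the repeats enriched in *Mettl3* KO to 3 (L1Md_Gf, MMSAT4 and ORR1A0-int) and turned 4 input changes negative: IAPEz-int (-0.027 in *Mettl14* KO and -0.011 in *Mettl3* KO) and MERVL-int (-0.027 and -0.0061). Of 319 results 313 stayed and 1 other gained a call. Its share of higher calls in the enrichment of *Mettl3* KO was 68.83%, against 57.79% with the settings used throughout.

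Scaling by library size alone moved the enriched genes to 5683, 5106, 5809 and 2517 and the enriched repeats to 31, 21, 31 and 8. GSAT_MM in WT26 (2.21) and the satellite class in *Mettl14* KO (1.33) and *Mettl3* KO (1.43) gained a call for enrichment. Signs of enrichment turned positive for IAPEY_LTR (0.045 in WT26, 0.11 in *Mettl14* KO and 0.072 in *Mettl3* KO), LINE transcripts (0.22 in *Mettl3* KO), MERVL-int (0.076 in *Mettl3* KO), MT2_Mm (0.40 in WT26 and 0.21 in RBC) and SYNREP_MM (0.062 in *Mettl3* KO). Input changes changed sign for IAPEz-int (-0.021) and MERVL-int (-0.017) in *Mettl14* KO and for MMSAT4 in *Mettl3* KO (0.0005), as did the change in enrichment of L1VL1 (-0.038) and the RNA-seq log2 fold changes of Mettl14 (0.053) and Rnaseh1 (0.0056), all in *Mettl3* KO. Of 295 results 253 stayed, and among other results 9 lost and 8 gained a call.

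This scaling also shifted all features together. In RNA-seq the median log2 fold change became 0.151 in *Mettl3* KO, -0.155 in RBC against WT26 and -0.178 for the difference between the knockouts. The calls were then 1459 up and 953 down in *Mettl3* KO (60.49% up, 45.29% with the settings used throughout), 666 up and 964 down in RBC (40.86% against 54.12%) and 1091 up and 1511 down for the difference (41.93% against 57.76%). In MeRIP-seq the median log2 enrichment became 0.4537, 0.4513, 0.4923 and 0.3682, with 78.31%, 84.62%, 84.74% and 90.47% of calls positive, against 51.64%, 54.57%, 54.78% and 57.79%. The median input change in *Mettl3* KO was 0.1292, with 35.04% of calls positive against 23.84%.

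Size factors from repeats moved the enriched genes in the first 3 lines to 11750, 9058 and 10180 and the enriched repeats to 105, 71, 93 and 5. Those 5 were IAPLTR2a2_Mm, IMPB_01, MMSAT4, RMER17C and RMER17C2. The IP level changed for 4 features in *Mettl14* KO (Abcc2 and Gm21064 higher, E330020D12Rik and ETnERV3-int lower) and 149 in *Mettl3* KO, and the input level for 7 and 56. Enrichment gained a call for GSAT_MM in WT26 (3.06) and RBC (2.46), LINE transcripts in WT26 (1.99) and RBC (1.35) and the satellite class in *Mettl14* KO (2.14). Another 6 results gained and 4 lost a call, and 113 of 178 stayed.

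With these factors, negative log2 enrichments turned positive for IAPEY_LTR (0.95, 0.78, 0.72 and 0.41), IAPEy-int (0.28, 0.21, 0.070 and 0.035), IAPEz-int (0.42, 0.30, 0.45 and 0.050), LTR transcripts (0.49, 0.32, 0.44 and 0.16), MT2_Mm (1.49, 0.81 and 1.10 without *Mettl3* KO), LINE transcripts (0.57), MERVL-int (0.48) and SYNREP_MM (0.32) in *Mettl3* KO and SYNREP_MM in RBC (0.12). Changes in enrichment turned negative in *Mettl14* KO and *Mettl3* KO for IAPEY_LTR (-0.17 and -0.31), IAPEy-int (-0.065 and -0.035), IAPEz-int (-0.12 and -0.40) and LTR transcripts (-0.17 and -0.28), and for L1VL1 in *Mettl3* KO (-0.60). IP changes did so for IAPEz-int (-0.21 and -0.47), and input changes for IAPEz-int (-0.088 and -0.068), MERVL-int (-0.089 and -0.064) and GSAT_MM in *Mettl3* KO (-0.016).

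The same factors shifted the median log2 enrichment to 1.4604, 1.2646, 1.324 and 0.7384, with 95.69%, 95.4%, 96.14% and 88.54% of calls positive. The median change in enrichment became -0.1539 in *Mettl14* KO and -0.5202 in *Mettl3* KO, and that of the IP level -0.2393 and -0.596. Of the IP calls in *Mettl3* KO 2.685% were positive (21.8% with the settings used throughout), of the input calls 3.571% (23.84%), and in *Mettl14* KO 2 of the 4 IP calls and 3 of the 7 input calls.

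Without a filter on low counts the IP level changed for 794 and 2198 features, the input level for 549 and 612, and the enrichment for 24 and 25 in *Mettl14* KO and *Mettl3* KO. In *Mettl3* KO 1560 genes and 5 repeats were enriched (L1Md_Gf, L1Md_T, MMSAT4, ORR1A0-int and RNERVK23-int). GSAT_MM gained a call for its IP level (-3.20 and -1.06), its input level in *Mettl14* KO (-1.72) and its enrichment in WT26 (1.81) and RBC (1.41), and the satellite class for enrichment in *Mettl3* KO (1.05). Of 295 results 268 stayed, and among results of single features and lists, the input of GSAT_MM included, 13 gained and 1 lost a call.

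Adjustment over repeats only called 0 repeats as enriched in *Mettl3* KO (7 at an unadjusted p under 0.05) and GSAT_MM in WT26 (1.81), with 140 of 144 results alike and 2 others losing a call. A fit of only the libraries compared moved the changes in *Mettl14* KO to 69 for IP and 10 for input, the genes enriched in *Mettl3* KO to 1442 and the repeats enriched to 9 in RBC and 4 in *Mettl3* KO. GSAT_MM in WT26 (1.79) and the satellite class in *Mettl3* KO (1.09) gained a call for enrichment, and the satellite class lost it in WT26 (1.34) and RBC (1.40). Input changes near 0 in *Mettl14* KO turned negative for IAPEz-int (-0.0035) and MERVL-int (-0.0015), 161 of 177 results stayed, and 3 others lost and 2 gained a call.

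The block on pairs of input and IP could not be fitted for IP or input levels between lines, which share no pair. It called 0 repeats as enriched in *Mettl3* KO, Gm10801 as the 1 feature with a changed enrichment in *Mettl14* KO (-4.99), and the enrichment of GSAT_MM in WT26 (1.91) and RBC (1.40). Of 118 results 113 stayed and 1 other lost its call. The replicate block by number, chosen after seeing the data, moved the IP changes to 2422 and 6820 features, the input changes to 1473 and 1939, the change in enrichment in *Mettl14* KO to 1 (Gm10801, -5.06), and in *Mettl3* KO the enriched genes to 1917 and the enriched repeats to 5. It called GSAT_MM for its IP level (-3.11 and -1.12), its input level in *Mettl14* KO (-1.55) and its enrichment in WT26 (1.90) and RBC (1.40), and the satellite class in *Mettl3* KO (1.06). No result lost a call, 143 of 178 stayed, and 23 others, the input of GSAT_MM included, gained one.

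Leaving out 1 replicate at a time left 935 of 956 values within the spread between replicates, and the enrichment of LINE transcripts in *Mettl14* KO cells ranged from -0.0165 to 0.0593. The other 20 that moved are log2 fold changes of single features. With 2 replicates, leaving 1 out shifts a group's mean by less than the spread between its replicates. Most values therefore had to stay within that spread, and their number is no test of how stable the results are. In all, the number of changed genes in RNA-seq depended most on the minimum count and the threshold, and the enrichment of single repeats on the scaling and the block. The log2 enrichment of GSAT_MM was positive in WT26 and RBC in all settings, and its call depended on the setting. The repeats and genes named here for 1 setting were chosen after their values were seen. At the depth of these libraries a 4-fold change in enrichment was recovered in 31% of simulated features, and small changes may have been missed. The simulation used 1 common spread and no replicate effect, so it does not give the power in the real libraries.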

Differences from the paper's values

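The tests and settings chosen only after values were seen are named where they appear.

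For RNA-seq the paper gives 450 up-regulated and 530 down-regulated genes on average over the knockouts, and the averages here were 1200 and 1191.5. The paper's text does not state the thresholds behind its counts, and its Supplementary methods were not used here. The counts may therefore rest on different cutoffs. Among the alternatives set before the data were examined, at least 10 counts in every library brought the averages within 1.5 times the paper's values, to 623.5 and 658.5. DESeq2's Wald test (833.5 and 918), TMM normalization (1192 and 1195), scaling by library size (1382 and 1053), no filter on low counts (1379 and 1314), only the 4 libraries compared (1165.5 and 1123.5), the replicate block (1190.5 and 1184) and the adjusted p alone (4316 and 4691.5) did not.

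For the decrease of GSAT_MM in *Mettl14* KO cells the paper gives an adjusted p of 9.4 millionths (9.4e-06). Its text leaves unclear whether this value tests the IP level or the change in enrichment, so both were compared. Here the adjusted p was 75490 millionths (0.0755) for the IP level and 1000000 millionths (1) for the change in enrichment. The alternatives set before the data were examined gave 0.0163 with DESeq2's Wald test and 1.3e-18 without a filter on low counts, both under 0.05 for the IP level, and 0.173, 0.0868, 0.0564, 0.0521 and 0.161 with adjustment over repeats, TMM normalization, library size, the libraries compared and size factors from repeats; none came within 1.5 times the paper's value. Chosen after seeing the values, a block on the replicate number gave 7.3e-06 for the IP level, within 1.5 times the paper's value, and DESeq2 on the 4 libraries compared gave 4.5e-07, or 7.1e-25 on their repeats alone. The range over these alternatives was 7.1e-25 to 0.173. For the change in enrichment none of the alternatives gave a call, and the lowest adjusted p in *Mettl14* KO cells was 0.794, without a filter on low counts.

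The paper marks the enrichment of GSAT_MM in WT26 and RBC as significant in Fig. 4D, and the adjusted p here was 0.0759 and 0.161. Of the alternatives set before the data were examined, no filter on low counts (3.3e-07 and 1.0e-04), the pairs of input and IP as a block (0.00356 and 0.0136) and size factors from repeats (0.0114 and 0.0210) called both lines, while adjustment over repeats only (0.0411), library size (0.0286) and only the libraries compared (0.0202) called WT26. Chosen after seeing the values, the block on the replicate number (1.3e-05 and 2.5e-04) and DESeq2 on the repeats alone (3.1e-07 and 7.4e-05) called both, the latter *Mettl14* KO cells too (4.2e-06), where the paper shows no call. Over all alternatives the adjusted p ranged from 3.1e-07 to 0.137 in WT26 and from 7.4e-05 to 0.265 in RBC.

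In Fig. 4B and 4C the paper marks L1MdA and L1MdGf 5′UTR and RNERVK23-int as enriched in *Mettl3* KO cells, where the whole subfamilies L1Md_A (adjusted p = 0.363), L1Md_Gf (0.0599) and RNERVK23-int (0.0818) were not called. Of the alternatives set before the data were examined, L1Md_Gf was called there with DESeq2's Wald test (0.00797), TMM normalization (0.0482), no filter on low counts (0.00166) and only the libraries compared (0.0311), and RNERVK23-int with DESeq2 (0.0188), no filter (2.1e-05) and only the libraries compared (0.0300). Scaling by library size called both, with 0.0137 for L1Md_Gf enrichment, Mettl3 KO, and 0.0200 for RNERVK23-int enrichment, Mettl3 KO. Chosen after seeing the values, the block on the replicate number (9.7e-06 and 2.1e-05), DESeq2 on the 4 libraries compared (7.4e-05 and 2.9e-04) and DESeq2 on their repeats alone (0.0144 and 0.0190) called both, and the last gave a call for L1Md_A enrichment, Mettl3 KO, as well (log2 fold change of 1.40, adjusted p = 5.9e-05). Over all alternatives the adjusted p ranged from 5.9e-05 to 0.397 for L1Md_A, from 9.7e-06 to 0.109 for L1Md_Gf and from 2.1e-05 to 0.122 for RNERVK23-int.

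The paper describes LINE transcripts as enriched in WT26 only, and here the log2 fold change of the class in WT26 was 0.49 (adjusted p = 0.390), not called. With size factors from repeats, set before the data were examined, LINE class enrichment, WT26, was 1.99 (adjusted p = 0.011) and LINE class enrichment, RBC, 1.35 (adjusted p = 0.0448), both called. The paper orders LINE before LTR transcripts in number, and in the input of WT26 LTR had 1680911 and LINE 1593385 normalized counts. Satellite input counts of 61180 in WT26 exceed the paper's limit of 50000 by less than 1.5 times, and with size factors from repeats they were 44816, under it. MMSAT4 had 138674.1 normalized counts in IP of WT26 against the paper's limit of 140000, which scaling by size factors with a geometric mean of 1, used first and dropped after the values were seen, reached with 140680.7.

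The paper finds satellite transcripts enriched in WT26 and RBC and not in the knockouts (Fig. 4A). Here the same lines were called with the settings used throughout. *Mettl14* KO cells had an adjusted p of 0.0479 at a log2 fold change under 1, and the change in enrichment was not detectable. DESeq2's Wald test, library size, no filter on low counts and only the libraries compared called *Mettl3* KO cells. So did the block on the replicate number, chosen after seeing the data. Library size and size factors from repeats called *Mettl14* KO cells. The paper finds no changed pathway for transcription, elongation, splicing or translation, while the splicing list was lower in both knockouts (FDR 0.0275 and 1.0e-04) and the translation list in *Mettl3* KO cells (FDR 0.0353), with 0 genes called in either list; with the correlation estimated per list, none of the 3 passed. The paper finds very few genes of the transcription machinery, m6A and heterochromatin lists within its limit on P, while on the adjusted p alone 26, 19 and 28 genes of these lists passed in *Mettl14* KO and 35, 13 and 23 in *Mettl3* KO cells. As a set the heterochromatin list was lower in *Mettl14* KO cells (FDR 0.00181), a call lost with the correlation estimated per list. The paper finds no significant change of RNase H genes, and on the adjusted p alone 3 of the 4 passed in *Mettl14* KO and 2 in *Mettl3* KO cells, each with a log2 fold change under 1 in size. The paper names neuronal differentiation for both knockouts and cell migration for *Mettl3* KO cells. Here the neuronal list did not move as a set in a shared direction, which is what camera tests (FDR 0.158 and 0.395). A larger share of neuronal genes than of all tested genes was called. It was 20.4% against 14.5% in *Mettl14* KO and 26.5% against 13.6% in *Mettl3* KO cells. The control lines RBC and WT26 differed in the same way, with 24.5% against 8.98%. These shares were not tested, and with this baseline they cannot be assigned to the knockouts. The migration list was lower in both (FDR 0.00224 and 5.4e-05), and lost its call in both with the correlation estimated per list.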

Other observations

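The tests of a batch tied to the replicate number and of the depth of its libraries by pairs, that of the depth of the *Mettl3* KO libraries and those of single autosomes were chosen only after the result was seen.

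GSAT_MM had more normalized counts in replicate 1 than in replicate 2 in the inputs and the IPs of all 4 lines, with a median log2 ratio of 1.5356 in the inputs. Thinning the replicate 1 inputs to the total of replicate 2 left the median at 1.5434, but thinning keeps the expected ratio of scaled counts, so this test could not decide. If depth set the difference, pairs of replicates that differ more in depth would differ more in GSAT_MM, but over the 8 pairs the Spearman correlation of the log2 ratios was -0.2857, and the inputs of *Mettl14* KO, which differed most in depth (1.1182), had the smallest ratio (0.3993). Since replicate 1 was the deeper library in all 8 pairs, depth and replicate number are not separated in direction. A batch tied to the replicate number would change many other features in the same direction in all lines, and 10318 features differed by replicate number in the IPs (210 in the inputs). The difference is consistent with such a batch, which the labels do not name.

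Fewer genes were enriched in the IP of *Mettl3* KO (574) than of RBC cells (3010). The size of this gap depends on the fit. With the block on the replicate number, chosen after seeing the data, 1917 and 3768 genes were enriched. With only the libraries compared, 1446 and 2709 features were. The totals of the *Mettl3* KO IPs were 0.8404 times those of the RBC IPs, and a limit of 0.5 had been set for an effect of depth. A less efficient immunoprecipitation would shrink all log2 ratios. Over 2425 genes depleted in the IP of WT26 the slope of *Mettl3* KO on RBC was 0.7837, against 0.5993 for enriched genes and a limit of 0.9. The ratio of *Mettl3* KO to RBC was 0.6562 for the median depletion and 0.6141 for the median enrichment, a shrinkage of similar size. The spike-in of the paper's MeRIP protocol was not used here, and without it the loss of m6A cannot be told apart from a less efficient immunoprecipitation.

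The change in GSAT_MM enrichment was set against features with an enrichment within 0.25 of its own in the control line. In *Mettl14* KO cells 2.973% of 1379 such features had a change as low or lower (0.352% of the 853 with a mean of at least 50 normalized counts), so a loss shared by all features of similar enrichment does not account for it. In *Mettl3* KO cells the share was 12.79% of 2096 features (5.92% of 1386 with a mean of at least 50), and the change may be part of a loss shared by features of similar enrichment, whose median was -0.62. The change itself had a standard error of 1.05 and 1.04 (adjusted p = 1 and 0.854). With input and IP paired it was -1.59 (standard error 0.3045, unadjusted edgeR p = 4.9e-04, adjusted p = 1) and -1.18 (standard error 0.3015, unadjusted edgeR p = 0.00334, adjusted p = 0.776), so for GSAT_MM as a single feature named by the paper the change passed an unadjusted limit of 0.05 in the paired fit and not after adjustment over all features.

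Genes of single chromosomes moved together between the lines. A gain or loss of a chromosome in part of the cells would shift the median of its genes beyond 0.3 on the log2 scale, and chromosome Y did so in each comparison, with 1.2971 in *Mettl14* KO against WT26, 1.117 in *Mettl3* KO against RBC and -2.6736 in RBC against WT26 cells, over 16 genes. Among autosomes the largest shifts were -0.3214 on chromosome 4 in *Mettl14* KO, 0.3113 on chromosome 19 in *Mettl3* KO and 0.4618 on chromosome 1 in RBC cells. Such gains or losses may contribute to the counts of changed genes, although only 172 of the genes called in *Mettl14* KO (6.96%), 205 in *Mettl3* KO (8.87%) and 265 in RBC against WT26 cells (17.3%) lie on chromosomes beyond that limit. A chromosome-wide change in transcription would give the same medians.

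A rise of genes and repeats of the two-cell-like state was a hypothesis set for both knockouts. Of 18 listed genes 6 were tested, and they did not move as a set at an FDR of 0.05 in *Mettl14* KO (limma camera p of 0.03917, FDR 0.0783) or in *Mettl3* KO cells (limma camera p of 0.2049, FDR 0.294). The direction was down in both, against the hypothesis, with 5 and 4 of the 6 called down, 0 called up and a median log2 fold change of -1.84 and -1.35. MERVL-int had input log2 fold changes of 0.00 and 0.02 and MT2_Mm of 0.09 and 0.10 in *Mettl14* KO and *Mettl3* KO cells, no rise. Genes of primed pluripotency (12 tested of 13) were lower as a set in *Mettl14* KO cells (limma camera p of 0.006599, FDR 0.0198, and 0.0458 before adjustment with the correlation estimated in the list), with 0 up and 4 down among those called, and did not move as a set in *Mettl3* KO cells (limma camera p of 0.2204), with 5 up. With the replicate block, limma's camera p was 0.0398 and 0.206 for the two-cell-like genes and 0.0059 and 0.2999 for primed pluripotency. The 21 listed pluripotency genes were lower as a set in both knockouts (FDR 1.4e-07 and 5.4e-05, limma camera p with the block of 7.8e-09 and 5.0e-06). With the correlation estimated per list, the pluripotency genes lost this call in both knockouts, as the primed pluripotency genes did in *Mettl14* KO cells. A shift of the A10 clone away from primed pluripotency is a hypothesis, and clone and knockout cannot be told apart.

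In *Mettl14* KO against WT26 cells, IP counts rose for the repeats C573_MM, MURVY-int and MurSAT1 and fell for ETnERV3-int and RLTR45-int, and input counts rose for MurSAT1 and SYNREP_MM and fell for ETnERV3-int. In *Mettl3* KO against RBC cells, IP counts rose for ERVB4_3-I_MM-int, MER68-int and MER97a and fell for L1Md_Gf, MurSAT1, RLTR10B, RLTR10D, RLTR1B-int, RLTR45-int, RLTR4_MM-int and SRV_MM-int, and input counts fell for RLTR45-int. These repeats were named after their values were seen, and no explanation was tested.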
